# Subcellular mRNA kinetic modeling reveals nuclear retention as rate-limiting

**DOI:** 10.1038/s44320-024-00073-2

**Published:** 2024-11-15

**Authors:** David Steinbrecht, Igor Minia, Miha Milek, Johannes Meisig, Nils Blüthgen, Markus Landthaler

**Keywords:** RNA Dynamics, Kinetic Modeling, Subcellular Fractionation, Nuclear Retention, Metabolic Labeling, Chromatin, Transcription & Genomics, RNA Biology

## Abstract

Eukaryotic mRNAs are transcribed, processed, translated, and degraded in different subcellular compartments. Here, we measured mRNA flow rates between subcellular compartments in mouse embryonic stem cells. By combining metabolic RNA labeling, biochemical fractionation, mRNA sequencing, and mathematical modeling, we determined the half-lives of nuclear pre-, nuclear mature, cytosolic, and membrane-associated mRNAs from over 9000 genes. In addition, we estimated transcript elongation rates. Many matured mRNAs have long nuclear half-lives, indicating nuclear retention as the rate-limiting step in the flow of mRNAs. In contrast, mRNA transcripts coding for transcription factors show fast kinetic rates, and in particular short nuclear half-lives. Differentially localized mRNAs have distinct rate constant combinations, implying modular regulation. Membrane stability is high for membrane-localized mRNA and cytosolic stability is high for cytosol-localized mRNA. mRNAs encoding target signals for membranes have low cytosolic and high membrane half-lives with minor differences between signals. Transcripts of nuclear-encoded mitochondrial proteins have long nuclear retention and cytoplasmic kinetics that do not reflect co-translational targeting. Our data and analyses provide a useful resource to study spatiotemporal gene expression regulation.

## Synopsis

Transcriptome-wide measurement of subcellular mRNA dynamics in mouse ES cells reveals that nuclear retention is the rate-limiting step in the life-cycle of most mRNAs and provides a resource for understanding spatiotemporal gene expression regulation.

- This study quantified nuclear retention, cytosolic stability and membrane stability of mRNAs transcribed from more than 9000 genes.
- Mature mRNAs exhibit long nuclear half-lives with a median of 78 min, indicating that nuclear retention is the primary rate-limiting step in mRNA flow.
- Cytosol-localized transcripts have a median cytosolic half-life of 13 min, while membrane-localized transcripts have median cytosolic and membrane half-lives of 1 min and 20 min, respectively.
- Functionally related genes show similar kinetic profiles, with mRNAs encoding transcription factors having short nuclear and cytosolic half-lives, while those encoding mitochondrial and ribosomal proteins have long nuclear retention and overall high stability.

## Abstract (web summary)

Transcriptome-wide measurement of subcellular mRNA dynamics in mouse ES cells reveals that nuclear retention is the rate-limiting step in the life-cycle of most mRNAs and provides a resource for understanding spatiotemporal gene expression regulation.

## Introduction

The life cycle of mRNA is a complex process involving multiple steps in different subcellular compartments (Glisovic et al, 2008). The precise regulation of mRNA dynamics in each step is critical for cellular transcript homeostasis (Berry and Pelkmans, 2022). In a typical mammalian cell, about 10,000 protein-coding genes are expressed, producing thousands of mRNAs per minute (Schwanhäusser et al, 2011). Protein-coding transcripts undergo maturation in the nucleus through splicing and polyadenylation, followed by export to the cytosol. Translation either occurs in the cytosol or at membrane-bound organelles, predominantly the endoplasmic reticulum (ER), culminating in their turnover. The resulting flow of mRNAs affects cell function by shaping the dynamic amount of mRNAs available for translation in the cytoplasm (Eisen et al, 2020; Mor et al, 2010) and the ER (Das et al, 2021). The overall mRNA abundance scales with cell size (Padovan-Merhar et al, 2015; Kempe et al, 2015; Battich et al, 2015; Swaffer et al, 2023).

Notably, mRNA half-lives exhibit a remarkable variability exceeding 100-fold among different protein-coding transcripts (Herzog et al, 2017; Dölken et al, 2008; Friedel et al, 2009). To unravel the nuanced regulation of individual processes in the mRNA life cycle, a crucial need arises for time-resolved and subcellular quantification.

Early studies on the subcellular dynamics of mRNA considered either all poly(A) RNA collectively (Jelinek et al, 1973) or only a few individual genes (Mor et al, 2010; Grünwald et al, 2011; Tutucci et al, 2018). Recent technological advances have enabled global measurements of mRNA dynamics and subcellular distribution. Metabolic labeling of newly synthesized RNA with uridine analogs has provided experimental means to monitor RNA dynamics with a minimal perturbation to the cell (Dölken et al, 2008). Using 4-thiouridine for labeling, kinetic rates of mRNA have been quantified on a transcriptome-wide level in a number of cell types from different species (Chen and van Steensel, 2017; Herzog et al, 2017; Rabani et al, 2011; Rutkowski and Dölken, 2017; Schofield et al, 2018). The first global measurement of global nucleocytoplasmic mRNA dynamics was achieved by Chen and colleagues in Drosophila S2 cells (Chen and van Steensel, 2017). However, metabolic labeling studies on mammalian cells have mostly considered the total cellular mRNA to determine kinetic rates, overlooking subcellular aspects (Herzog et al, 2017; Rabani et al, 2011; Rutkowski and Dölken, 2017). A recent study based on single-cell in situ sequencing of 5-ethynyl uridine-labeled RNA measured transcription, translocation and degradation of individual transcript molecules, uncovering subcellular mRNA profiles across time and space at the single-cell level for a collection of almost 1000 genes (Ren et al, 2023). Furthermore, two independent works combined 4-thiouridine, cellular fractionation and RNA sequencing to measure the rates at which RNAs are exported from the nucleus in mammalian cells (Müller et al, 2024; Ietswaart et al, 2024), with one study additionally providing evidence for mRNA degradation in the nucleus (Ietswaart et al, 2024).

Here, we combined metabolic RNA labeling with cellular fractionation of mouse embryonic stem cells in nuclear and cytosolic, also a membrane-bound fraction composed mostly of the ER and mitochondria to produce mRNA sequencing data with spatial and temporal resolution. We developed a mathematical framework that enabled us to infer the kinetic rate constants of nuclear pre-, nuclear mature, cytosolic and membrane-bound mRNAs transcriptome-wide from our metabolic labeling and fractionation time series sequencing data. In addition, we estimated a transcript elongation rate to account for an observed labeling incorporation bias. Our method provides subcellular half-life information of the relative contributions of each step of the mRNA life cycle to transcript steady-state levels. We provide evidence that nuclear retention of mRNAs is the rate-limiting step in the life cycle of protein-coding transcripts. In addition, it uncovers expected differences in rates of mRNAs coding for distinct protein families, such as transcription factors and proteins of the secretory pathway. Comparison of the kinetic rate constants for these steps across genes will provide novel insights into subcellular mechanisms of differential gene regulation.

## Results

### Spatiotemporal measurement of newly transcribed mRNA

To capture the nucleocytoplasmic kinetics of mRNA, we conducted a time-resolved SLAM-seq experiment in combination with subcellular fractionation in mouse embryonic stem cells (mESCs). Briefly, mESCs were exposed to 4-thiouridine (4sU) for various times to label newly synthesized RNA. Subsequently, we performed subcellular biochemical fractionation to generate cytosolic, membrane and nuclear fractions (Fig. 1A). 

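The data at hand were 72 RNA libraries from 6 replicates of E14TG2a cells, a mouse embryonic stem cell line, with 18 libraries each from the nucleus, the cytosol, the membrane fraction and whole cells. 4sU (4-thiouridine) is a uridine analog that cells build into RNA made during labeling. After alkylation it is read as C in place of T, so that T-to-C (T2C) conversions mark new RNA. Between 13185351 and 52975732 reads per library were counted on genes. The median was 20888249 reads in the nucleus, 22915024 in the cytosol, 21362457 in the membrane fraction and 19393192 in whole cells. The authors aligned the reads to GRCm38, counted reads on genes without normalization, and counted T positions and T2C conversions per exon, gene and intron. They estimated a conversion rate for each library and deposited a share of new to total mRNA, which is the ratio of T2C to T counts divided by that rate. Expression was computed here from the counts, normalized for the annotated exon length and for library size, and shares were recomputed from the deposited T2C counts, T counts and conversion rates. Libraries without labeling and libraries labeled for longer than 120 min were not used here.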

4sU concentrations were carefully chosen for sufficient labeling rates while minimizing potential toxicity elicited by 4sU, with higher concentrations of 4sU (500 µM) for labeling periods from 15 min to 1 h, and lower concentrations (100 µM) from 1 to 3 h. 

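As mapped here from the paper's methods and source data, replicates 1 and 2 were labeled for 15, 20 and 30 min and replicates 3 and 4 for 20, 40, 60 and 120 min at 500 µM, and replicates 5 and 6 for 60 and 120 min at 100 µM. The deposited sample labels give 100 µM for every library of 60 and 120 min. The doses mapped from the paper were used. The methods give 4 replicates of 60 min at 500 µM and 2 at 100 µM, and the source data list 4 replicates of 60 min in all, so that 2 were taken for each dose. Every comparison of doses rests on this mapping. At 20 min (replicates 1 to 4) and at 60 and 120 min (replicates 3 to 6) 4 replicates share a labeling time. The 8 libraries labeled for 120 min at 500 µM, which the paper left out of its main analysis, were set aside, which left 16 libraries per fraction and 64 in all. Each pair of replicates therefore had its own labeling times, and the 3 pairs were treated as batches.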

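Whole-cell counts of 16858 genes in 18 libraries were compared between labeling times with edgeR's quasi-likelihood test after TMM normalization and a filter on low counts. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 0.5. The libraries without 4sU were not analysed here, so that the shortest time within the same replicates, 20 min, served as the reference at 500 µM, with 2 replicates per time. Between 40 and 20 min at 500 µM 0 genes were called, with 1172 genes at an unadjusted p under 0.05. Between 60 and 20 min the count was also 0, with 747 genes at that unadjusted level. At 100 µM, 0 genes were called between 120 and 60 min, and 123 genes had an unadjusted p under 0.05. That is fewer than chance alone would give at this level among 16858 genes. The whole-cell libraries of replicate 6 at 60 and 120 min may carry exchanged labels, as given under the other observations. The 0 at 100 µM therefore does not exclude changes. Leaving out the filter on low counts moved these counts most, to 66 genes for 40 min, 42 for 60 min and 49 at 100 µM. With replicate as a further term and only the compared replicates in the fit, 41 genes were called at 100 µM, 40 of them lower. For 40 and for 60 min 0 genes were called in that setting. In simulated counts with the same number of libraries, edgeR recovered 153 of 200 genes changed by 2 on the log2 scale and made 6 false calls. Smaller changes, nearer the threshold of 0.5, were not simulated, so that the counts of 0 do not exclude them.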

A differential gene expression analysis confirmed that 4sU labeling caused none or minimal perturbation of transcriptome (Fig. EV1A). The efficacy of the fractionation procedure was confirmed by Western blot analysis with antibodies against compartment-specific marker proteins. The nuclear proteins histone H3, lamin A/C (LMNA) and TATA-binding protein (TBP), the cytoplasmic proteins GAPDH and β-tubulin (TUBB), and the ER marker protein BCAP31 were only detectable or strongly enriched in their respective fraction. In contrast, RPS6, a component of the 40S ribosomal subunit, was found in all fractions (Fig. 1B).

**Figure 1:**
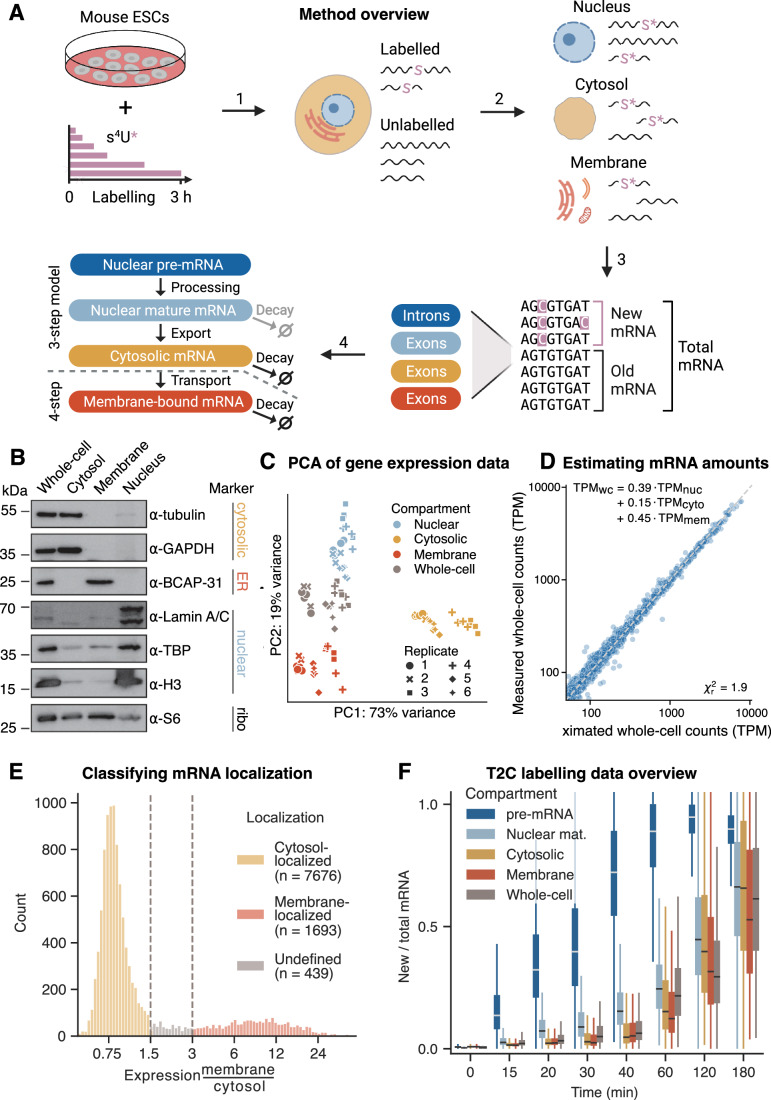
Newly transcribed mRNA is measured spatio-temporally using cell fractionation and metabolic labeling RNA sequencing. (**A**) Schematic overview of experimental and computational steps. Mouse embryonic stem cells (mESCs) are labeled with 4sU for 15, 20, 30, 40, 60, 120, and 180 min, leading to T2C conversions in newly transcribed RNA (1). Cells are fractionated into nuclear, cytosolic and membrane-bound compartments (2). Ratios between new and total mRNA are estimated in a Bayesian framework for exons and whole intronic regions (3) and given as input to a kinetic model to fit subcellular kinetic rate parameters (4). See Methods for details on each individual step. (**B**) Results from Western blot analysis measuring nuclear, cytosolic, endoplasmic reticulum, and ribosomal protein markers in the subcellular fractions and the whole-cell extract. (**C**) Principal component analysis of log-transformed bulk mRNA-seq data in transcripts per million (TPM) using 500 most variable genes. Samples cluster by compartment. (**D**) Estimates of relative mRNA abundance in subcellular compartments. Subcellular TPM values are fitted to whole-cell TPM values, resulting in estimates for the relative abundance of mRNA in each compartment, see equation in top left. The reduced chi-squared value is shown in the bottom right. (**E**) Classification of membrane and cytosolic mRNA localization in mESCs through subcellular mRNA expression. Histogram of the ratio between steady-state gene expression (TPM, mean over all time points) in membrane over cytosolic fraction, from here on membrane enrichment, for 11,711 most expressed genes. Vertical gray lines indicate chosen cutoffs to classify mRNA localization. For membrane enrichment <1.5, <3, and >3: cytosol-localized, undefined, and membrane-localized, respectively. Numbers of successfully fitted genes in each localization category are shown in the legend. (**F**) Time- and compartment-resolved box plot of T2C labeling data (*n* = 9795). Center lines of box plots depict the median values. Medians of share of new to total mRNA increases with labeling time. Lower and upper hinges of box plots correspond to the 25th and 75th percentiles, respectively. Lower and upper whiskers extend from the hinge to the smallest or largest value no further than the 1.5× interquartile range from the hinge, respectively. Source data are available online for this figure.

**Figure EV1:**
Overview of mRNA expression and T2C labeling data. (**A**) Differential expression analysis of whole-cell extract RNA sequencing data. Volcano plots showing BH-adjusted *p* values against fold changes logarithmized to base 2. Facets show subsequent 4sU labeling times tested against either t=0 min labeling for the high 4sU dosage (500 µM) or t = 60 min labeling for the low 4sU dosage (100 µM). Differentially expressed genes (padj < 0.05 & log2fc > 0.5, indicated by horizontal and vertical dashed lines) are shown as red dots and stable genes are shown as black dots. Brackets indicate that both subcellular and whole-cell samples of the time point and 4sU concentration tested in the facet were excluded from further analysis. Considering only data included in our main analysis, only one gene, *Kantr*, is differentially expressed and was removed from subsequent analyses. (**B**) Gene expression in subcellular fractions. Histograms show TPM values averaged over all time points and replicates for nuclear, cytosolic and membrane fractions. Vertical dashed lines indicate an average TPM of 1.5. If a gene has an average TPM >1.5 in at least one subcellular fraction, it is considered expressed. (**C**) Mitochondrial contamination of the nuclear fraction. The ratio of the summed counts from all mt-DNA-encoded over all nuclear-encoded transcripts is shown for all samples (black dots) split by fraction. Orange lines depict the median across samples. (**D**) Box plot of ratio between membrane and cytosolic expression (membrane enrichment) with transcripts classified by encoded TS as in Fig. 4C. Classification from left to right: cytosol-localized transcripts with no TS (n = 6262), nuclear DNA-encoded mitochondrial proteins (n = 763 with 661 being cytosol-localized), transcripts with tail-anchored transmembrane proteins (n = 78), membrane-localized transcripts with no known TS (n = 531), transcripts encoding signal peptides (n = 310) or transmembrane helices (n = 956) or both (n = 47). Center lines of box plots depict the median values. Notches show the 95% confidence interval of median values acquired through boot-strapping (n = 1000). Lower and upper hinges of box plots correspond to the 25th and 75th percentiles, respectively. (**E**) Estimates of T2C conversion rate. Conversion rates of individual samples are plotted over 4sU labeling time. Conversion rates were estimated fitting a Binomial mixture model to T and T2C count data of each sample. Color indicates compartment. Shape indicates 4sU concentration. Conversion rate increases for high dosage (roughly two-fold increase from 15 to 60 min), but stays constant for low dosage. (**F**) Comparison between samples labeled with 500 µM or 100µM 4sU for 60 min. Boxes show the share of new to total mRNA in subcellular compartments with colors indicating specific replicates. Center lines of box plots depict the median values. Lower and upper hinges of box plots correspond to the 25th and 75th percentiles, respectively. Although 4sU conversion rates are different between samples, see (**D**), the share of new mRNA is similar. (**G**) Principal component analysis of the T2C labeling data using 2,000 most variable genes. Samples cluster by exposure time to 4sU rather than replicate, with nuclear pre-mRNA being separated from other compartments. Source data are available online for this figure.

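The change of *Kantr* was measured against 20 min in replicates 3 and 4. *Kantr* lies on chromosome X of GRCm38 from 152294828 to 152327495. Its normalized expression in whole cells was 8.98 ± 1.23 CPM (counts scaled to the library size; SD, n = 2) at 20 min, 4.91 ± 0.752 at 40 min, 4.38 ± 1.31 at 60 min and 3.54 ± 1.27 at 120 min of labeling with 500 µM. The log2 fold change was -0.86 (standard error 0.274, adjusted p = 0.676) at 40 min and -1.03 (standard error 0.270, adjusted p = 0.934) at 60 min. At 120 min, in libraries outside the paper's main analysis, it was -1.36 (standard error 0.285, adjusted p = 0.0720), and it lay between -1.38 and -1.34 under the alternative settings, with adjusted p between 6.8e-04 and 0.0938. Without replicate 3 the change at 120 min was -1.87. Without replicate 4 it was -0.85, and the change at 60 min was -0.61.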

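Mitochondrial-encoded counts were summed over the 13 protein-coding mitochondrial genes and divided by the counts of all nuclear-encoded genes in each of 16 libraries per fraction. The ratio was 0.916 ± 0.365% (SD, n = 16) in the nucleus, 0.114 ± 0.0681% in the cytosol, 12.1 ± 3.82% in the membrane fraction and 4.57 ± 1.75% in whole cells. The log2 ratio of nucleus to cytosol was 3.24 (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give), and every nuclear library lay above every cytosolic library. Within replicates 1 and 2 the log2 ratio was 2.66, within replicates 3 and 4 it was 3.91 and within replicates 5 and 6 it was 3.12. Replicate 3 moved it most, to 2.99 when left out.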

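The conversion rate that the authors estimated per library was 2.36 ± 0.205% (SD over 8 libraries of 4 fractions and 2 replicates) after 15 min at 500 µM, 2.86 ± 0.398% after 20 min (16 libraries), 3.78 ± 0.724% after 30 min, 5.09 ± 0.664% after 40 min and 7.43 ± 0.787% after 60 min. At 100 µM it was 3.01 ± 0.541% after 60 min and 3.63 ± 0.278% after 120 min. The rate at 60 min was 3.15 times the rate at 15 min at 500 µM, and at 100 µM the rate at 120 min was 1.20 times that at 60 min. Leaving out replicate 4 or 3 moved the first fold most, to 2.92 or 3.37. The times of 15 and 60 min at 500 µM come from different replicates, so that the fold of 15 to 60 min also holds any difference between the replicates.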

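Over 12230 genes measured in all libraries of 60 min, the median share of new to total mRNA in the nucleus was 0.236 ± 0.0577 (SD, n = 2) at 500 µM and 0.241 ± 0.0241 (n = 2) at 100 µM, a ratio of 0.979. In the cytosol the shares were 0.0935 ± 0.000283 and 0.196 ± 0.0181, a ratio of 0.478. The membrane fraction had a ratio of 0.651 and whole cells 0.388, and outside the nucleus both libraries at 500 µM lay below both at 100 µM. Exact two-sided permutation tests gave p = 1 for the nucleus and p = 0.333 for each of the other fractions (0.44 after Benjamini-Hochberg adjustment over 4 fractions), and 0.333 is the smallest p that 2 libraries against 2 allow. Leaving out replicate 6 moved the whole-cell ratio most, to 0.525. The doses were given to different replicates, so that dose and batch cannot be separated here. Across genes, which are not independent replicates, the shares at both doses had rank correlations of 0.851 in the nucleus and 0.903 in the cytosol.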

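A principal component analysis of the shares of new to total mRNA of the 2000 most variable of 9837 genes was run on 80 profiles, 16 each from the 4 fractions and from nuclear introns as a measure of pre-mRNA. The first component carried 82.4% of the variance and the second 11.6%. On the first component the pre-mRNA profiles had a mean score of -21.3 ± 11.8 (SD, n = 16), and the other compartments had means between 3.53 and 6.33. Within compartments, differences between labeling conditions made up 96.1% of the variance of the first components in the nucleus, 96.0% in the cytosol, 97.4% in the membrane fraction, 95.5% for pre-mRNA and 78.3% in whole cells. Differences between replicates, which had different labeling times, made up 79.2%, 85.8%, 82.8%, 69.2% and 81.9% in the same order.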

To quantify the subcellular kinetics of mRNA globally, we next extracted RNA from each fraction and from whole cells, followed by iodoacetamide (IAA) alkylation and poly(A)-selected strand-specific mRNA library preparation. Briefly, sequencing reads were processed, aligned to the mouse genome and quantified for gene expression, T and T2C conversion counts in both exons and introns (see “Methods” for details). Based on a binomial mixture model (Jürges et al, 2018), we determined the conversion rate per sequenced RNA sample. With the conversion rates, T and T2C conversion counts the share of new to total mRNA was calculated on intron and exon level, which was used later on as an input for the kinetic model (see Fig. 1A, bottom).

The experimental and computational complexity demanded an evaluation of the effects of biological and technical variability on mRNA quantification. Principal component analysis (PCA) revealed that the largest differences in mRNA quantification were a consequence of the assayed subcellular compartment rather than the difference in biological replicates (Fig. 1C), indicating that the data captured biological variability well with a low influence of technical effects.

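The 500 most variable genes of 64 libraries were analysed on the scale of log2 CPM (counts scaled to the library size) with a pseudocount of 1. The first component carried 72.2% of the variance and the second 19.3%. Of the variance on both components, 90.4% lay between the 4 fractions (permutation test of the fraction labels, p = 1e-05, the smallest possible with 100000 permutations). It was 99.3% within replicates 1 and 2, 99.02% within replicates 3 and 4 and 99.5% within replicates 5 and 6. Batches made up 7.20% of the variance on the components over all fractions, and 86.4% of what remained within a fraction. Leaving out replicate 3 moved the share between fractions most, to 93.1%. From the larger differences between compartments than between replicates, the paper reasons that the data capture biological variability with little technical influence.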

To convert relative to absolute subcellular RNA expression ratios, we needed to quantify how the total amount of RNA is shared between the subcellular compartments. Under the assumption that the RNA expression in the whole cell can be reconstructed by summing the subcellular RNA expression with a corresponding factor for each, we fit the relative abundance of nuclear, cytosolic and membrane mRNA with the constraint that they sum up to 1 (the whole-cell expression). We estimated that 39%, 15%, and 45% of total mRNA is present in the nucleus, cytosol and membrane-bound, respectively (see Fig. 1D). These relative abundances are used to derive expression ratios mimicking absolute RNA levels that are related to kinetic parameter ratios and can therefore be used to constrain the parameter space (see Box 1).

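Relative abundances were estimated as in the paper's methods, by an orthogonal distance regression of whole-cell expression on nuclear, cytosolic and membrane expression with factors that sum to 100%. The 2889 genes above 50 in whole cells entered the regression, with expression averaged over 16 libraries per fraction. The nucleus held 38.3% of mRNA, the cytosol 10.3% and the membrane fraction 51.4%. Estimated in each of the 6 replicates alone, the SD was 6.99 percentage points for the nucleus, 8.62 for the cytosol and 13.0 for the membrane, and the cytosolic estimate ranged from -3.34 to 17.3%. Without replicate 3 the cytosolic estimate was 5.77%. With unweighted least squares in place of the orthogonal distance regression the estimates were 70.2%, 0% and 29.8%. In simulated mixtures of 30, 20 and 50% the regression returned 29.9, 20.0 and 50.1%.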

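Expression in the membrane fraction was divided by expression in the cytosol for 14717 genes with a length-normalized expression of at least 1.5 in any fraction, averaged over 16 libraries per fraction. The distribution of this membrane enrichment had a mode at 0.648 and a smaller mode at 6.17, with 3591 and 251 genes in the histogram bins at the modes and 176 in the lowest bin between them, at 2.59. Below an enrichment of 1.5 lay 80.9 ± 2.97% of genes (SD between the 6 replicates), and 13.8 ± 1.69% reached 3 or more. The protein-coding genes alone, an alternative chosen after the values were seen, moved the upper group most, to 16.1%.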

Comparing gene expression in the cytosol and the membrane, we observed a bimodal distribution, with 17% and 78% of the transcripts being enriched at the membrane and in the cytosol, respectively (Fig. 1E). Based on this distribution, we classified mRNAs into cytosol- and membrane-localized, where membrane-localized means that the cytoplasmic expression of a mRNA is highly enriched in the membrane fraction compared to the majority of mRNAs, and a small group of undefined transcripts not belonging to these compartments. This classification determined the particular model used in the fitting process (see bottom left Fig. 1A).

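By the limits of 1.5 and 3 on the membrane enrichment, 11906 genes were cytosol-localized, 2028 were membrane-localized and 783 (5.32 ± 1.51%, SD between replicates) were undefined. Expression from CPM (counts scaled to the library size) without length normalization gave 15.9% membrane-localized genes.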

In addition, the distribution of share of labeled mRNAs over all quantified genes (*n* = 9809) reflected the cellular mRNA maturation and showed expected trends for all subcellular compartments (Fig. 1F). Collectively, these results showed that the quantification of global mRNA kinetics in subcellular fractions of mouse ES cells was of high quality.

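The median share of new to total mRNA over 11575 genes with at least 400 T counts in every library was lowest at 15 min in every fraction. It was 0.0270 ± 0.00626 (SD, n = 2) in the nucleus, 0.0158 ± 0.00330 in the cytosol, 0.0146 ± 0.000325 in the membrane fraction and 0.0219 ± 0.00395 in whole cells. After 120 min at 100 µM it was 0.429 ± 0.0224, 0.370 ± 0.00372, 0.302 ± 0.0226 and 0.281 ± 0.151 (n = 2 each) in the same order. Over 16 libraries per fraction the share rose with labeling time, with Pearson's r of 0.976 in the nucleus, 0.964 in the cytosol, 0.979 in the membrane fraction and 0.775 in whole cells, and Spearman's rho of 0.955, 0.982, 0.955 and 0.964. Two-sided permutation tests gave p = 1e-05, the smallest possible, for each except r in whole cells (p = 0.0033). After Benjamini-Hochberg adjustment over the 4 fractions p was 1.3e-05 for the other r, 0.0033 for r in whole cells and 1e-05 for each rho. Without the pair of libraries farthest from the median time r was 0.948, 0.853, 0.923 and 0.768. Within replicates 1 and 2 r was between 0.961 and 0.988 (exact permutation test, p = 0.011, the smallest that 6 libraries allow), and within replicates 3 and 4 it was between 0.899 and 0.984 (exact p = 0.022). Replicates 5 and 6, with 4 libraries per fraction, were too few for a correlation. Leaving out replicate 6 moved the whole-cell relation most, to r of 0.959 (permutation p = 5e-05), and without replicate 5 it was 0.631 (permutation p = 0.061). In that fraction the mean share at 120 min was 0.175 without replicate 5, and the library of 60 min in replicate 6 had a higher share than the library of 120 min. The nuclear share exceeded the cytosolic share in all 16 sets of libraries of the same replicate and time.

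**Figure D1:**
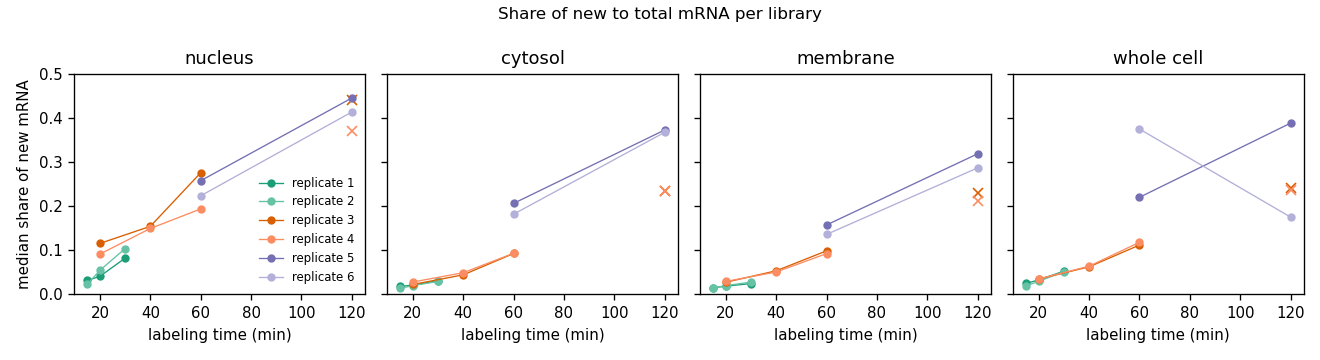
Median share of new to total mRNA per library (y axis, a fraction) against labeling time in minutes (x axis), in 4 panels for the fractions, with replicates marked by color. Crosses are libraries of 120 min at 500 µM, which are not among the 64 libraries used. Shares rise with time in each replicate and fraction, from 0.0270 to 0.429 on average in the nucleus, except in whole cells of replicate 6.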

Box 1. Kinetic model of the mRNA life cycle The individual equations in Eq. (1) describe the change in absolute amount of new nuclear pre- ($${x}_{1}$$, dark blue), nuclear mature ($${x}_{2}$$, light blue), cytosolic ($${x}_{3}$$, yellow) and membrane-bound ($${x}_{4}$$, red) mRNA. The biological process of each parameter is illustrated in the sketch on the bottom left. We rescale the system by dividing each compartment with its steady-state solution, so that Eq. (2) describe the change in relative share of new mRNA ($${\tilde{x}}_{i}$$). The analytical solutions to Eq. (2) are shown in Box 2 in “Methods”. We use the solutions of the first three (3-step model) and all four equations (4-step model) to fit cytosol- and membrane-localized mRNAs, respectively. The measured subcellular mRNA expression ratios, multiplied by their corresponding relative mRNA amount factor (see Fig. 1D), are used to constrain the parameter space via the steady-state ratios (see middle right), allowing to distinguish nuclear export from decay. By default, the nuclear decay $${\gamma }_{2}$$ was set to 0 and was only allowed to vary if fitting was significantly improved by including it (see Fig. EV5). The production rate of pre-mRNA p is not present in the rescaled system and hence not fitted.

**Figure:**

**Figure EV5:**
Nuclear degradation of polyadenylated mRNAs. (**A**) Comparison between models excluding and including the nuclear degradation parameter $${\gamma }_{2}$$. Scatterplot shows the value difference between the Bayesian Information Criterion (BIC) from fit results of models excluding ($${\gamma }_{2}{{\mathrm{=0}}}$$) and including ($${\gamma }_{2}\, \ne \, 0$$) a nuclear decay parameter over the share of nuclear degradation at overall nuclear dynamics from the $${\gamma }_{2}\ne 0$$ model (n = 9809). For cytosol-localized transcripts, the BIC values from the 3-step models are compared. For undefined and membrane-localized transcripts, the BIC values from the 4-step models are compared. Based on (Raftery, 1995), the model including nuclear degradation is chosen if the BIC difference exceeds 10 (colored green), otherwise the model without nuclear degradation is chosen (colored black). Further selection is based on $${\gamma }_{2}-{s}_{{\gamma }_{2}}{{\mathrm{ > 0}}}$$ with $${s}_{{\gamma }_{2}}$$ being the standard error on the nuclear decay parameter. This test (true or false indicated by shape) checks that the 0 value is not included within the standard error and only if true the model with nuclear degradation is chosen. (**B**) Violin plots showing pre-mRNA processing, nuclear retention, cytosolic stability and membrane stability half-lives for transcripts modeled with (n = 579) and without (n = 9230) nuclear decay. Nuclear retention half-life is calculated as $${\tau }_{2}=\frac{ln \, 2}{{k}_{2}+{\gamma }_{2}}$$. Center lines of violin plots depict the median values. (**C**) Results from a GO analysis of all transcripts modeled with nuclear decay. All significant results (BH-corrected *p* value <0.05) are shown. Source data are available online for this figure.

### Model of subcellular mRNA dynamics

To integrate the subcellular transcriptome and metabolic RNA labeling data and to estimate half-lives as a description of subcellular mRNA dynamics, we developed transcript-wise mathematical models similar to previous work (Chen and van Steensel, 2017). Each transcript was modeled by a linear, inhomogeneous system of ordinary differential equations (ODE) containing three or four steps for cytosol- or membrane-localized transcripts, respectively, describing the life cycle from mRNA transcription to degradation (see Box 1). After transcription in the nucleus, nuclear pre-mRNA is processed to mature mRNA (pre-mRNA processing rate $${k}_{1}$$). From there, mature mRNA can be exported to the cytosol or already be degraded (nuclear export $${k}_{2}$$ and nuclear degradation $${\gamma }_{2}$$). By default, the nuclear degradation parameter is set to 0 and is only included as a variable parameter in the model if fitting is significantly improved (see “Methods” and Fig. EV5). In the 3-step model, mRNA is translated and degraded in the cytosol (cytosolic decay $${\gamma }_{3}$$), whereas in the 4-step model, mRNA is first localized to the ER membrane or other membrane-bound organelles (cytosolic transport $${k}_{3}$$, no decay), where it is translated and subsequently degraded (membrane decay $${\gamma }_{4}$$). We derived a system of ODEs describing the relative amount of new mRNA. The share of new to total mRNA estimated from the SLAM-seq data is used as input in the solutions of this ODE system to fit the parameters mentioned above.

For ease of interpretation, we will mainly use half-lives instead of rates in both text and figures in the following (see Box 1), namely: pre-mRNA processing ($$\frac{ln \, 2}{{k}_{1}}$$), nuclear retention ($$\frac{ln \, 2}{{k}_{2}+{\gamma }_{2}}$$), cytosolic stability ($$\frac{ln \, 2}{{\gamma }_{3}}$$ or $$\frac{ln \, 2}{{k}_{3}}$$) and membrane stability ($$\frac{ln \, 2}{{\gamma }_{4}}$$). Nuclear retention time is used as a general term to comprise the various events after maturation of a single transcript molecule until its emergence into the cytoplasm, including chromatin dissociation, nuclear diffusion, and binding to and transport across the nuclear pore. The pre-mRNA processing rate describes the rate at which introns present in polyadenylated RNA are removed. As splicing already occurs co-transcriptionally, it is not the splicing rate that is quantified here, but rather a post-polyadenylation mRNA maturation rate. Figures that include both the elongation rate and subcellular kinetic parameters display the corresponding rates (in $${{{\rm{kb}}}}/{\min }$$ and $${\min }^{-1}$$, respectively).

### Modeling of transcriptional elongation rates

For mRNAs whose transcription is initiated prior to labeling with 4sU, but terminated after labeling start, we expected that only part of the transcript was labeled. More specifically, we expect that sequences at a distance of d to the 3’ end are only labeled after t=d/v, where v is the transcription elongation rate (see Fig. 2A). Therefore, particularly for longer transcripts and shorter time points, partial labeling affects our measurements and has to be taken into consideration.

**Figure 2:**
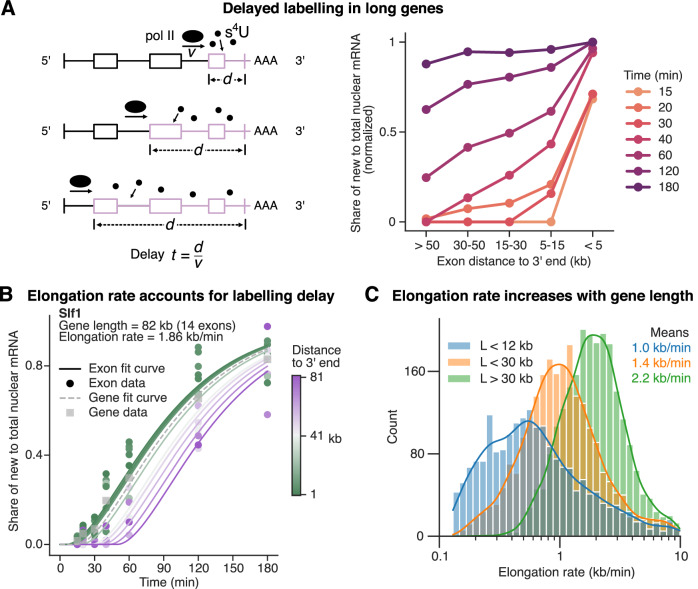
Transcript elongation rate is estimated to account for labeling delay in long genes. (**A**) Left: Sketch to illustrate how exons (in longer genes) are labeled with a time delay that increases linearly with distance to 3’ end. As poly(A)+ sequencing was used, transcripts close to being fully transcribed will contain T2C conversions first (close to the 3’ end), while it takes longer to observe conversions in the whole transcript. Right: Pointplot of new over total exonic, nuclear mRNA binned by distance to 3’ end. Points show medians across exons per bin and time and are normalized to the 15 min and <5 kb point. Lines connect points of equal time. Equal labeling efficiency is seen after 3 h. (**B**) Fit result of Slf1 (only nuclear mRNA) is shown to illustrate the fitting procedure. Share of new to total mRNA per exon is plotted over the 4sU labeling time until cell harvesting. All exons of a gene share the same kinetic parameters, but each exonic curve is time-delayed by $$\tilde{t}=t-d/v-\delta$$, with d being the mean exonic distance to 3’ end, v the elongation rate and δ the overall delay of 5 min (straight lines). Typically, the closer an exon is to the 3’ end (indicated by color), the higher its ratio of new mRNA is (points). The time-delayed fit accounts for this bias. Gray squares show the gene-level T2C data. Gray, dashed line shows a fit curve delayed by mean 3’ end distance weighted by expression of exons. (**C**) Histogram with kernel-density estimation (KDE) of converged elongation rates (*n* = 6494) grouped by gene length (L). Mean rate per group is shown in the top right. Source data are available online for this figure.

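*Slf1* (ENSMUSG00000021597) lies on chromosome 13 of GRCm38 from 77043088 to 77135473 and spans 92.4 kb, with 14 exons measured here. The fit gave a pre-mRNA half-life of 31.5 ± 7.62 min (SD between replicates of a pair, each fitted alone), a nuclear half-life of 31.7 ± 8.07 min, a cytosolic half-life of 5.05 ± 1.67 min and an elongation rate of 1.92 kb/min, with a reduced chi-squared of 0.965. Without the 120 min libraries the cytosolic half-life of *Slf1* was 12.5 min.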

Our transcriptome sequencing data covers polyadenylated RNA, and quantification of labeling includes sequences spanning the entire transcripts. When we grouped exonic sequences by distance to the 3’ end, we observed that the median share of labeled mRNAs in the nuclear fraction decreased with increasing distance to the 3’ end, particularly for shorter time periods (see Fig. 2A). 

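Exons with over 400 T counts were grouped by their distance to the 3’ end of the gene, and the median share of new to total mRNA was taken over the exons of a group in each nuclear library. After 40 min it was 0.146 ± 0.000151 (SD, n = 2) under 5 kb, 0.0905 ± 0.00352 from 5 to 10 kb, 0.0604 ± 0.00364 from 10 to 30 kb and 0.0224 ± 0.00189 over 30 kb. After 120 min at 100 µM it was 0.399 ± 0.0219 under 5 kb and 0.286 ± 0.0242 over 30 kb. Over 16 nuclear libraries the ratio of the farthest to the nearest group rose with labeling time (Spearman's rho 0.913, permutation test, p = 1e-05, the smallest possible; adjusted p = 2e-05 for the 2 relations). In 7 libraries, among them all of 15 and 30 min, the median over 30 kb was 0. Pearson's r with the log2 ratio in the other 9 libraries was 0.920 (permutation test, two-sided, p = 0.00026), and 0.927 without the pair farthest from the median time. An exon minimum of 2000 T counts moved the relation most, to rho of 0.494 (permutation p = 0.054). With T2C and T counts pooled over the exons of a group, a measure chosen after the values were seen, r over 16 libraries was 0.857 (permutation p = 4e-05) and rho 0.665 (permutation p = 0.0063), which became 0.506 (permutation p = 0.067) without replicate 5 and without replicate 6. Within batches the pooled measure went in opposite directions, with r of -0.882 in replicates 1 and 2 (exact permutation p = 0.044, 6 libraries) and 0.955 in replicates 3 and 4 (exact p = 0.022).

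**Figure D2:**
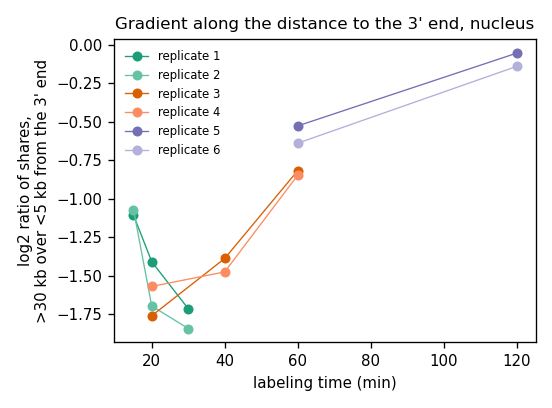
Log2 ratio of the pooled share of new to total mRNA in exons over 30 kb from the 3’ end to that in exons under 5 kb (y axis) against labeling time in minutes (x axis), 1 point per nuclear library, with replicates marked. At 120 min the ratio averages -0.10, and at 30 min -1.78.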

To account for this bias, which would otherwise lead to an underestimation of the subcellular mRNA flow rates, we incorporate a transcript elongation rate in our model. Specifically, we modeled each transcript with one variable per exon, where the dynamics of each exon is modeled using the model described above but with a time delay according to $$\tilde{t}=t-d/v-\delta$$ with d being the distance of the exon to the 3’ end (see Fig. 2B) and $$\delta ={{\mathrm{5\ }}}\,\min$$ being an overall delay until any labeling is experimentally observed, possibly due the time required to add a poly(A) tail to an mRNA after transcription termination. All exon models of one transcript share the same kinetic parameters.

Our method of estimating the transcription elongation rate has its caveats, particularly when compared to methods that more directly measure those. Firstly, we noted that the T2C conversion rate increases over time, even at constant 4sU concentrations (see Fig. EV1E). 

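Over the 48 libraries at 500 µM the conversion rate rose with labeling time, with Pearson's r of 0.955 and Spearman's rho of 0.923 (two-sided permutation test, p = 1e-05 for each, the smallest that the permutations can give). Without the pair of libraries farthest from the median time r was 0.959. The relation held within batches: r was 0.794 (permutation p = 2e-05) in replicates 1 and 2 between 15 and 30 min, where the rate rose 1.60 times, and 0.950 (permutation p = 1e-05) in replicates 3 and 4 between 20 and 60 min, where it rose 2.41 times. This was the only relation computed in its family. The fractions of a culture were labeled together, and the permutations treat them as independent, so that these p-values overstate the evidence.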

For genes requiring more than 30 min to be fully transcribed, exons near the 5’ end are labeled with lower efficiency than those near the 3’ end, leading to an underestimation of elongation rates. Secondly, our time resolution of 15min does not allow estimation of elongation rates of shorter genes, which would require more frequent sampling (e.g., at 8 and 12 min). Interestingly, however, we observed that the average elongation rate estimates are in agreement with previous reports using more direct methods (see next section).

### Model parameterization unveils length-dependent elongation rate

To derive estimates of kinetic parameters and elongation rates, we fitted the models to the time-resolved SLAM-seq data. More specifically, we simultaneously optimized model parameters for each transcript such that they best fit (a) the share of labeled mRNA at the level of each exon for the different time points and (b) the steady-state levels of the transcripts in the nucleus, cytoplasm and membrane compartment. 

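The model was fitted here to mean shares over replicates of 12091 genes, in all 1561852 data points on exons and introns, with an overall delay of 5 min, a minimum standard error of 0.06 and the steady-state levels as limits of 5 standard errors, as in the methods. Errors of fitted values are SDs between the replicates of a pair, each fitted alone, and leave out differences between the pairs. Rates were bounded between 0.001 and 2 per min, and each gene was started from 5 random points. With 4 steps for genes with an enrichment of 1.5 or more and 3 steps for the others, 11274 genes passed the quality filters, 9304 of them cytosol-localized, 466 undefined and 1504 membrane-localized. Of the excluded genes, 432 had a reduced chi-squared over 4, 289 had a spread over 5% between repeated fits and 158 ended with the nuclear rate or the last decay rate at its upper bound. In 1000 simulated genes the rank correlation of fitted with true values was 0.991 for pre-mRNA, 0.996 for nuclear, 0.946 for cytosolic and 0.941 for membrane half-lives, and 0.728 for elongation rates. The simulated noise was smaller than the standard errors, and simulated expression followed the true rates exactly. The simulation thus leaves out errors of the steady-state limits. In the data, fits without these limits had rank correlations with the reported fits of 0.701 for cytosolic and 0.546 for membrane half-lives.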

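The elongation rate could be fitted for 8609 genes with shares in several exons and converged for 6881, with a mean of 1.65 ± 0.0842 kb/min (SD between replicates of a pair) and a median of 1.17 kb/min. In fits to a single replicate the mean ranged from 1.23 to 1.71 kb/min. The median relative error was 23.9%. Including estimates that did not converge moved the mean most, to 3.01 kb/min.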

Out of 8501 transcribed genes with sufficient labeling data in multiple exons, the elongation rate estimation converged for 6494 genes with a mean of 1.6 kb/min and a median relative error of 30% (see Fig. EV3A). For the remaining multiple-exon genes, estimates were at the set boundaries and did not converge. Boundary-limited estimates were deemed unreliable and hence excluded from all analyses regarding the elongation rate. Furthermore, we performed a sensitivity analysis and found that, for the typical transcript, variation of the elongation rate within the 95% confidence interval changes the other subcellular kinetic parameters by only 2–8% (see Fig. EV3D). 

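The mean elongation rate was 0.885 ± 0.0340 kb/min (SD between replicates of a pair) over 1346 genes shorter than 12 kb, 1.27 ± 0.0466 kb/min over 2295 genes between 12 and 30 kb and 2.23 ± 0.169 kb/min over 3240 genes longer than 30 kb. These SDs leave out differences between the pairs. In fits to a single replicate the means ranged from 0.667 to 0.871, from 0.860 to 1.38 and from 1.78 to 2.35 kb/min in the same order. The SD between genes was 1.30, 1.37 and 1.63 kb/min in these groups, and the order of the means held with each replicate left out. With estimates that did not converge included, the means were 3.45, 2.45 and 3.15 kb/min over 2262, 2673 and 3674 genes. The order of the groups then changed, so that it rests on the converged estimates.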

For gene lengths shorter than 12 kb, between 12 kb and 30 kb and longer than 30 kb, the mean elongation rate is 1.0, 1.4, and 2.2 kb/min, respectively (see Fig. 2C). Increases in the elongation rate of RNA polymerase II for longer genes, as well as our quantitative range of values, coincide with results from previous studies focusing specifically on transcript elongation (Jonkers et al, 2014; Fuchs et al, 2014; Veloso et al, 2014; Shao et al, 2022). The main point of estimating the elongation rate here is to correct for the observed labeling bias. For state-of-the-art quantifications, results from the studies cited above should be considered.

**Figure EV3:**
Quality control of the transcript elongation rate. (**A**) Accuracy of elongation rate estimations. Histogram of the relative standard error of the elongation rate. Relative standard errors are the square root of the diagonal elements of the inverse Hessian matrix (1σ uncertainty output by lmfit) divided by the corresponding parameter value. 75% of the converged fits (n = 6496) have a relative error smaller than 63% with an overall median of 30%. For boundary-limited estimates (n = 2007) errors were high or could not be determined. For illustration purposes, here, relative standard errors containing infinities or NAs were set to 1000. (**B**) Comparison of estimated transcription elongation rate to published data (Shao et al, 2022). Scatterplot shows converged elongation rates and from Shao et al measured in serum-naive state mESCs. Spearman rank correlation is shown on top left. Black lines are 2-dimensional KDE to indicate density of points. Dashed, gray line is the identity line. (**C**) Sensitivity analysis for the elongation rate parameter. Regression plots for transcripts of two exemplary genes, *Myc* and *Tfrc*, are shown. For all multiple-exons transcripts that do not show nuclear decay, we repeated the fitting procedure fixing the elongation rate at -50%, -10%, +10% and +50% of its best-fit value and initializing with the best-fit values of the remaining parameters. Then, for each transcript and parameter, we fitted a linear regression y=mx, where y is the change in the fitted parameter and x is the fixed relative change of the elongation rate. The slope m gives a measure of how much a parameter is influenced by changes in the elongation rate. (**D**) Overview of the sensitivity analysis for the elongation rate parameter. Box plots show the distribution of the slopes from linear regression (see **D**) for all fitted parameters and across all transcripts with multiple exons (n = 7935). Slopes were multiplied by 100 to represent relative change in percent. When the elongation rate is increased by 100%, the median change in the other parameters ranges from 4% for the membrane decay to 14% for the pre-mRNA processing rate. Transcripts that show nuclear degradation (n = 566) were excluded here due to simplicity reasons. Source data are available online for this figure.

### Nuclear retention time is the rate-limiting step in the life cycle of most mRNAs

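*Myc* lies on chromosome 15 of GRCm38 from 61985391 to 61990374, *Nf1* on chromosome 11 from 79339693 to 79581612 and *Tfrc* on chromosome 16 from 32608920 to 32632794. After 30 min the share of new to total mRNA of *Myc* was 0.372 ± 0.289 (SD, n = 2) in the nucleus, 0.228 ± 0.0866 in the cytosol and 0.268 ± 0.0489 in the membrane fraction, differences within the spread between replicates. The shares of *Nf1* were 0.125 ± 0.0238, 0.0305 ± 0.00120 and 0.0291 ± 0.00212, and those of *Tfrc* 0.208 ± 0.00564, 0.118 ± 0.00785 and 0.0175 ± 0.000525. The fitted nuclear half-life of *Myc* was 32.7 ± 17.8 min (SD between replicates) and its cytosolic half-life 3.54 ± 1.20 min, while the pre-mRNA half-life ended at its lower bound of 0.347 min. Without replicate 2 the cytosolic half-life of *Myc* also ended there, and without replicate 4 it was 5.95 min. For *Nf1* the fit gave 12.2 ± 9.76 min for pre-mRNA, 43.8 ± 22.1 min for the nuclear and 23.8 ± 8.22 min for the cytosolic step, in a model with nuclear decay that did not pass the quality filters. The cytosolic value of *Nf1* fell to between 8.77 and 10.8 min without replicate 3, 4, 5 or 6 or without the 15 or 120 min libraries. *Tfrc* had half-lives of 12.4 ± 3.38, 47.8 ± 16.7, 1.29 ± 0.555 and 66.7 ± 9.09 min for pre-mRNA, nuclear, cytosolic and membrane mRNA. Without the 120 min libraries its nuclear, cytosolic and membrane values were 30.6, 0.765 and 40.5 min.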

For mRNAs derived from roughly 9800 genes, we observed three common kinetic profiles: (i) for transcripts with fast turnover labeled RNA dynamics are similar in all compartments (exemplified by *Myc*, Fig. 3A), with the exception of nuclear pre-mRNA; (ii) cytosol-stable transcripts show a slower accumulation of labeled RNA in the cytosolic than in the nuclear mature compartment (e.g., *Nf1*, Fig. 3A), with overall turnover varying from fast to slow; (iii) membrane-localized mRNAs, as defined earlier, accumulate labeled RNA equally fast in nuclear mature and cytosolic compartments, but significantly more slowly in the membrane than in the cytosolic compartment (e.g., *Tfrc*, Fig. 3A). This distinct pattern is due to the low cytosolic expression and the short cytosolic residence time of these transcripts.

**Figure 3:**
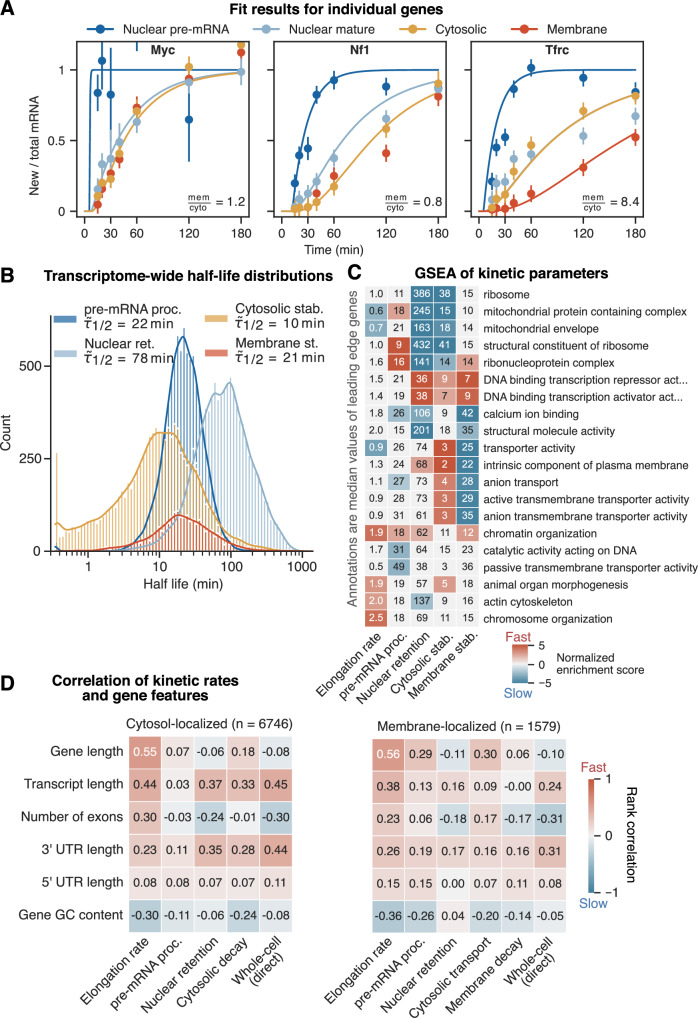
Across the transcriptome, transcripts show a wide distribution and different combinations of subcellular kinetic parameters. (**A**) Fit results of three exemplary genes. Ratio of new to total mRNA is shown over labeling time. Points with error bars depict means with standard errors of new to total ratio across replicates per (*n* = 2–4, all fractions shown). Lines are fit results, delayed as the gene-level curve in Fig. 2B (only fitted compartments shown). Ratio between steady-state expression in membrane and cytosolic compartments is shown in bottom right, indicating if 3-step or 4-step model was used (<1.5 or >1.5, respectively, see Fig. 1E). (**B**) Histogram of nuclear pre-mRNA processing (*n* = 8515), nuclear retention (*n* = 9809), cytosolic stability (*n* = 9809) and membrane stability (*n* = 2131) mRNA half-lives. Median half-life of each parameter is shown in legend. (**C**) Heatmap of results from five GSEAs based on the gene ontology (GO). Genes were ranked by log-scaled, z-scored parameter rates. For each parameter, the two most up- and downregulated terms are shown. In addition, five terms with the lowest adjusted *P* values and adjusted *P* values <0.05 in at least three columns are shown. *P* values were corrected using the Benjamini–Hochberg (BH) method. Gray indicates the term is not significant. Values in heatmap are median half-lives (rate in the first column) of the union of leading edge genes across each row. (**D**) Heatmaps of correlation between kinetic rates and gene features. Transcripts are split into cytosol- (left) and membrane-localized (right). Values in heatmap are spearman rank correlations. Transcript length is the length of the most expressed isoform based on RSEM results. 3’ and 5’ UTR lengths are isoform-specific. Gene GC content is taken from Biomart and includes both intronic and exonic regions. Source data are available online for this figure.

All kinetic parameters for transcripts in different compartments were highly variable (see Fig. 3B). 

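The median pre-mRNA half-life over 8609 genes was 19.6 ± 5.76 min (SD between replicates). Its 10th percentile was 8.71 ± 1.21 min and its 90th percentile 41.2 ± 8.56 min. Nuclear intron shares over 10380 genes rose from 0.136 ± 0.0116 (SD, n = 2) at 15 min to 0.719 ± 0.0170 at 40 min, and lay above the exon shares in each of the 16 nuclear libraries.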

Nuclear pre-mRNA half-life showed the narrowest distribution, ranging from 10 to 46 min (10th and 90th percentile, resp.) with a median of 22 min. 

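The cytosolic half-life, fitted for 11274 genes, had a median of 14.5 ± 4.14 min (SD between replicates), a 10th percentile of 2.37 ± 1.27 min and a 90th percentile of 51.4 ± 9.04 min. With the upper steady-state limit alone the median was 9.29 min.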

Cytosolic transcript half-lives displayed the widest distribution and the highest variability, ranging from 1 to 42 min (10th and 90th percentile, respectively) with a median of 10 min. 

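The membrane half-life, fitted for the 1970 genes of the 4-step model, had a median of 38.2 ± 15.3 min (SD between replicates), with 11.3 ± 3.75 min and 137.1 ± 93.9 min at the 10th and 90th percentiles. Fits without the steady-state limits gave a median of 21.4 min.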

Membrane mRNA half-lives range from 6 to 69 min with a median of 21 min. Interestingly, our data suggest that the nuclear retention of mature mRNAs is the rate-limiting step for most transcripts with a median half-life of 78 min and ranging from 25 min to 236 min. This observation agrees with findings by Müller and colleagues describing the nucleus-to-cytosol step to be rate-limiting (Müller et al, 2024).

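The nuclear half-life of mature mRNA had a median of 87.9 ± 11.2 min (SD between replicates) over 11274 genes, a 10th percentile of 31.1 ± 2.84 min and a 90th percentile of 224.8 ± 40.4 min. It was the longest of the fitted steps for 89.6 ± 2.45% of genes. The median lay between 86.8 and 91.7 min with each replicate left out. Leaving out the 120 min libraries moved it most, to 64.4 min, with the nuclear step the longest for 84.5% of genes. In fits to 1 batch at a time the nuclear median was 42.5 min for replicates 1 and 2 (15 to 30 min), 81.1 min for replicates 3 and 4 (20 to 60 min) and 109.9 min for replicates 5 and 6 (60 and 120 min), and the nuclear step was the longest for 62.4, 90.3 and 92.2% of genes. From the slow exit of mature mRNA from the nucleus, set against the faster steps before and after it, the paper proposes that nuclear retention limits the rate for most transcripts.

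**Figure D3:**
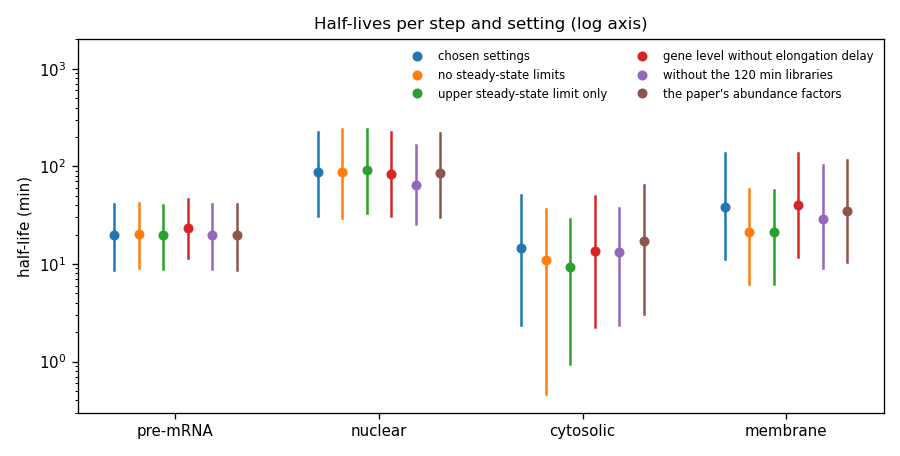
Half-lives in minutes (y axis, log scale) per kinetic step for 6 settings of the fit in different colors (x axis, the kinetic steps). Points are medians over genes and bars run from the 10th to the 90th percentile. The nuclear median is the highest of the 4 steps in each setting shown, at 87.9 min in the fit reported here.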

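A model with nuclear decay was fitted beside the model without it to each of 11274 genes. A difference in BIC over 10 in favor of nuclear decay was found for 593 genes, and the fitted decay rate also exceeded its standard error for 569 of them (5.05%), of which 550 were cytosol-localized. Unlike in the paper's methods, the model with nuclear decay also took the measured ratio of cytosol to nucleus as a data point here. With limits alone, an alternative chosen after the values were seen, 138 genes were found. Fits at the level of whole genes, without exon positions, moved this number most, to 80 genes, and 903 genes were found without the 120 min libraries. Without replicate 3, which moved it most among the replicates, 387 genes were found, 379 of them among the 569. In 1000 simulated genes, 69 of 100 with nuclear decay were called, and 0 without it. Simulated expression followed the true rates exactly and the noise was smaller than the standard errors. The 0 therefore does not measure false calls in the data.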

Based on the Bayesian Information Criterion (BIC), we tested if subcellular mRNA dynamics are better described by a model including nuclear degradation of mature mRNA and found strong support (difference in BIC >10) of nuclear degradation for 579 transcripts (see Fig. EV5A and “Methods”). Nuclear decaying transcripts show a median decay rate four times higher than the median retention rate in the nucleus, longer pre-mRNA processing, shorter nuclear half-lives and longer cytosolic and membrane stability than other transcripts (see Fig. EV5B). 

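In the 569 genes with nuclear decay the median decay rate was 0.0146 per min and the median export rate 0.00246 per min, a ratio of 5.95 ± 1.58 (SD between replicates). It was 19.7 at the level of whole genes without elongation delay, and 12.1 with limits alone in the model with nuclear decay, which was chosen after the values were seen. Median half-lives in these genes and in the others were 38.2 and 18.8 min for pre-mRNA, 40.7 and 91.4 min for nuclear and 35.9 and 13.5 min for cytosolic mRNA, differences larger than their SDs of 5.77, 4.19 and 6.90 min. For the membrane the medians were 48.4 and 38.05 min. The first rests on 19 genes, 5 of them membrane-localized and 14 undefined, and this difference of 10.3 min was within its SD of 40.2 min and ranged up to 34.4 min, without replicate 6.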

Performing an over-representation analysis we were able to associate roughly 100 genes with nuclear decaying mRNA to DNA processes (see Fig. EV5C).

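The nuclear mature step took up more than 50% of the summed lifetime for 83.3 ± 2.61% of 11274 genes (SD between replicates). The share was 74.8% without the 120 min libraries and 89.0% with the upper steady-state limit alone. In fits to a single replicate it was 49.6 and 51.9% in replicates 1 and 2, 82.2 and 83.8% in replicates 3 and 4 and 94.9 and 89.2% in replicates 5 and 6.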

In summary, our analysis suggests that most mRNAs spend more than half of their lifetime in the nucleus as mature spliced transcripts. Recent results using metabolic labeling RNA sequencing suggested that nuclear transcripts remain associated to DNA for a longer time, and once dissociated they are exported rather quickly (Ietswaart et al, 2024).

### Functionally related transcripts tend to have similar kinetic profiles

It has been previously shown that groups of mRNAs encoding proteins with specific molecular functions display distinct kinetics rates along the mRNA life cycle (Chen and van Steensel, 2017; Ren et al, 2023). To this end, we performed gene set enrichment analyses (GSEA) considering the pre-mRNA processing, nuclear retention, cytosolic and membrane stability, respectively, to identify groups of transcripts from the gene ontology (GO) that have particularly short or long residence time in each compartment. Each GSEA resulted in a large number of significantly enriched GO terms, with a subset shown in Fig. 3C. For the nuclear retention time (see Fig. EV4B), mRNAs encoding transcription regulators have a high positive enrichment score, i.e., short nuclear retention time, while those involved in metabolic processes, specifically translation, have a high negative enrichment score, i.e., a long nuclear retention time. Most transcripts of mitochondrial and ribosomal genes show particularly long nuclear half-lives. This may mechanistically be explained by their enrichment in nuclear speckles, where mRNA transcripts of both gene groups were found to be retained and post-transcriptionally processed (McIntyre et al, 2023). However, part of the long nuclear retention for transcripts encoding for mitochondrial proteins that are co-translationally targeted to the outer mitochondrial membrane (*n* = 102) might be due to a slight mitochondrial contamination in the nuclear fraction (see Fig. EV1). 

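Gene families were taken by the start of the gene symbol in the annotation and were not curated. Such lists also take in genes named alike, such as kinases of ribosomal proteins and assembly factors of the respiratory chain. The 88 genes with symbols of cytosolic ribosomal proteins had a median nuclear half-life of 365.7 min. It was 85.8 min for 10269 other protein-coding genes with a fit. The 74 genes with symbols of mitochondrial ribosomal proteins had 133.7 min. The 94 with symbols of respiratory chain and ATP synthase subunits had 297.1 min. The medians of 10000 random lists of as many genes matched for expression in 20 bins reached at most 264.7, 139.1 and 185.5 min in the same order, and the middle of the random medians was 201.5, 102.1 and 136.2 min. Mitochondrial ribosomal protein genes lay at the 99.9th percentile of their random lists. Above the median of all genes lay 95.5, 90.5 and 90.4% of the families' genes. Cytosolic half-lives of these families were long as well, with medians of 125.0, 32.5 and 56.1 min in the same order. The cytosolic medians of their random lists reached at most 59.4, 30.9 and 38.6 min. The long half-lives were thus not limited to the nucleus.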

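If all mitochondrial-encoded counts in the nuclear libraries came from carried-over membrane material, the carry-over would amount to 7.16% of the membrane fraction and to a median of 4.64% of a gene's nuclear mRNA. After this amount was subtracted from counts and shares, the median nuclear half-life was 87.3 min over the 10757 genes that passed, against 89.1 min over the 11237 genes that passed without correction, of 12023 genes fitted in each case. The nuclear step was the longest for 90.1% and 91.4% of the genes that passed.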

Transcripts associated with transport or ion homeostasis show short cytosolic and long membrane half-lives. When focussing on membrane-localized transcripts, those associated with regulating protein modifications showed the shortest (~14 min), while those associated with calcium ion binding showed the longest (~48 min) membrane half-lives (see Fig. EV4C).

**Figure EV4:**
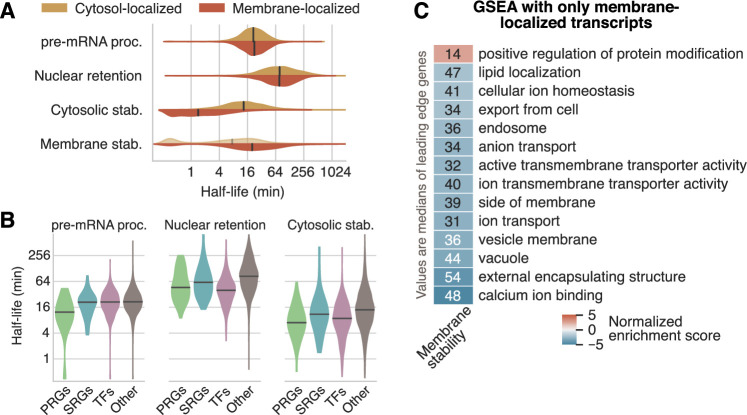
Kinetic differences between different gene groups. (**A**) Violin plots of pre-mRNA processing, nuclear retention, cytosolic and membrane half-lives for cytosol- (n = 7677) and membrane-localized (n = 1693) transcripts. (**B**) Violin plots of pre-mRNA processing, nuclear retention and cytosolic half-lives for primary response genes (PRGs, n = 56), secondary response genes (SRGs, n = 37), transcription factors (TFs, n = 709) and all other (n = 6875) transcripts. Only cytosol-localized transcripts were included. Definitions of PRGs and SRGs are taken from (Uhlitz et al, 2017). For definition of TFs, see Methods. (**C**) GSEA based on the GO using only membrane-localized transcripts and ranking by membrane decay. All significant terms (BH-adjusted *p* values <0.05) are shown. Color indicates normalized enrichment score. Annotated values are the median half-lives of leading edge genes of each term. Source data are available online for this figure.

Next, we investigated if kinetic parameters were correlated with gene features, including gene length, number of exons, and length of UTRs. 

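Across genes, which are not independent replicates, the elongation rate had a rank correlation of 0.588 ± 0.0178 (SD between replicates) with gene length over the 6881 genes with a converged rate. It was among 18 correlations across genes computed for kinetic values. Among these, Pearson's r on log half-lives differed from the rank correlation by more than the SD in 3.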

The strongest association was observed with the transcriptional elongation rate, as noted above, and presented a rank correlation of more than 0.5 with gene length (see Fig. 3D). Transcript length shows moderate negative correlation with nuclear retention, cytosolic and whole-cell half-lives for cytosol-localized transcripts, but only weak or no correlation for membrane-localized transcripts. Interestingly, the number of exons seems to play an important role in subcellular mRNA kinetics. 

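Rank correlations across genes with the number of exons measured were computed separately by localization. In 9240 cytosol-localized genes the nuclear half-life had a correlation of 0.106 ± 0.0277 (SD between replicates) and the model-derived whole-cell half-life 0.202 ± 0.0269. The direct whole-cell half-life, with 8879 genes, had 0.239 ± 0.0427. In 1504 membrane-localized genes these were 0.0321 ± 0.0721, 0.179 ± 0.0803 and, with 1501 genes for the direct half-life, 0.356 ± 0.0546. The number of measured exons itself had a rank correlation of 0.543 with whole-cell expression. With expression held constant the correlation with the nuclear half-life was -0.0797 in cytosol-localized and -0.0292 in membrane-localized genes, and with the exons of the annotated transcript it was -0.0127 and 0.0771. For measured exons with expression held constant the model-derived whole-cell half-life had 0.01005 and 0.0611 in the same order, and the direct one 0.0747 and 0.258. These alternatives were chosen after the values were seen. Without the 120 min libraries the correlations with the nuclear half-life were -0.0589 and -0.138, and those with the model-derived half-life 0.0817 and 0.0506.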

Nuclear retention and whole-cell half-lives are both positively correlated with the number of exons in both cytosol- and membrane-localized transcripts (see Fig. 3D). Therefore, mRNAs with many exons take longer to be exported but are then overall more stable. However, for cytosol-localized transcripts, the cytosolic half-life is not correlated with exon number, while the membrane half-life for membrane-localized transcripts is. mRNA derived from longer genes seem to be degraded faster in the cytosol, but not at the ER (Fig. 3D). 

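For the cytosolic half-life of cytosol-localized genes the rank correlation across genes with the number of measured exons was 0.102 ± 0.0263 (SD between replicates), and -0.0874 with expression held constant. For the membrane half-life of membrane-localized genes it was 0.283 ± 0.128, and 0.161 with expression held constant and 0.176 with the exons of the annotated transcript, alternatives chosen after the values were seen. With gene length, the cytosolic half-life of cytosol-localized genes had a correlation of -0.205 ± 0.0530 and the membrane half-life of membrane-localized genes -0.0785 ± 0.0861, which became 0.0799 without the steady-state limits and 0.0843 with the upper limit alone. It was -0.131 without the 120 min libraries, -0.0522 without replicate 1 and -0.0497 without replicate 6.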

3’ UTR length correlates moderately for cytosol- and weakly for membrane-localized mRNAs with all subcellular parameters except pre-mRNA processing, suggesting that the longer the 3’ UTR end, the shorter the half-life as described previously (Spies et al, 2013). 

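With the model-derived whole-cell half-life, the nuclear half-life had a rank correlation across genes of 0.927 ± 0.0185 (SD between replicates), the membrane half-life 0.793 ± 0.171 and the cytosolic half-life 0.552 ± 0.176. With the direct whole-cell half-life these were 0.832 ± 0.0825, 0.734 ± 0.103 and 0.589 ± 0.0749. The lowest values under alternatives other than leaving out a replicate were 0.866, 0.422 and 0.177 with the model-derived half-life, in the same order. With the direct half-life they were 0.802, 0.484 and 0.259. Genes are not independent replicates.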

Out of the subcellular parameters, nuclear retention is the best predictor of whole-cell half-life (Spearman correlation of *r* = 0.92 and *r* = 0.87 for model-derived and directly-fitted whole-cell half-life, respectively).

### Differentially localized mRNAs exhibit distinct dynamic behavior

To associate mRNA localization with function, we ranked transcripts by membrane enrichment, which was also used to classify mRNA localization, and performed a GSEA. The proteins encoded by transcripts highly enriched in the membrane fraction are located at the plasma membrane, cell surface and endoplasmic reticulum and are involved in transmembrane transport and ion homeostasis (Fig. 4A). Proteins of the more than 7000 cytosol-localized transcripts are distributed across the cell and have a wide range of biological functions, but those encoded by transcripts most highly enriched in the cytosol are located primarily in the nucleus and are involved in organization of chromatin and chromosomes and transcription regulation (Fig. 4A).

**Figure 4:**
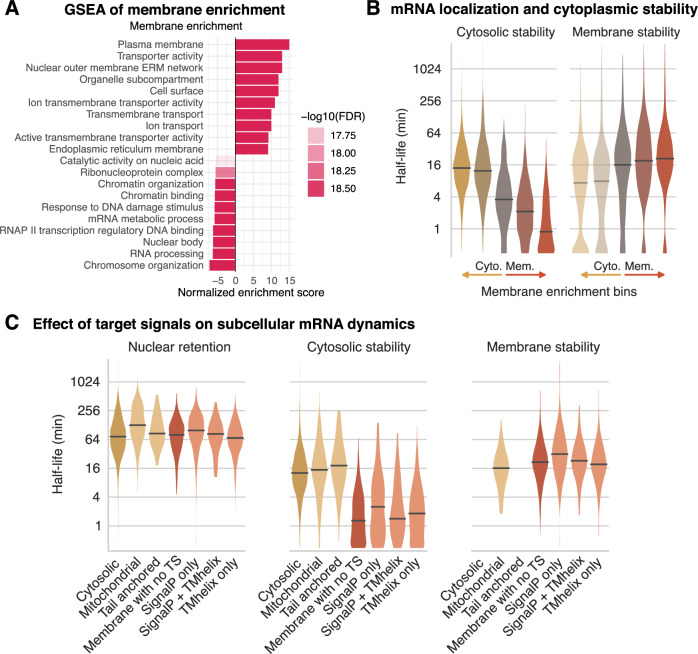
Differentially localized mRNAs exhibit distinct combinations of kinetic rate constants. (**A**) Result of a GSEA ranking genes by the ratio of membrane over cytosolic RNA expression (membrane enrichment). False-discovery rates (FDR) are BH-corrected. (**B**) Violin plot of cytosolic and membrane half-lives with transcripts binned by membrane enrichment (see Fig. 1E with cytosol- and membrane-localized further split at 0.8 and 8.7, respectively; from bin 1 to 5: *n* = 4409, *n* = 3254, *n* = 437, *n* = 844, and *n* = 844). Yellow, gray and red colors indicate cytosol, undefined and membrane localization, respectively. Membrane half-lives of cytosol-localized transcripts from additional 4-step model fit are shown transparently. Center lines of violin plots depict the median values. (**C**) Violin plot of nuclear mature, cytosolic and membrane half-lives with transcripts classified by encoded targeting signals (TS) as in (Zinnall et al, 2022). Classification from left to right: cytosol-localized transcripts with no TS (*n* = 6262), nuclear DNA-encoded mitochondrial proteins (*n* = 763 with 661 being cytosol-localized), transcripts with tail-anchored transmembrane proteins (*n* = 78), membrane-localized transcripts with no known TS (*n* = 531), transcripts encoding signal peptides (*n* = 310) or transmembrane helices (*n* = 956) or both (*n* = 47). Center lines of violin plots depict the median values. Yellow and red colors indicate cytosol and membrane localization, respectively. Source data are available online for this figure.

Next, we investigated the relationship between subcellular mRNA localization and dynamics. 

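The median membrane half-life of 1504 membrane-localized genes was 41.8 ± 21.1 min (SD between replicates), and the median cytosolic half-life of 9304 cytosol-localized genes was 18.4 ± 4.14 min. In fits without the steady-state limits these medians were 23.4 and 13.4 min.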

Membrane half-lives are high for membrane-localized transcripts (median = 20 min), while cytosolic half-lives are high for cytosol-localized transcripts (median =  13 min), being quantitatively similar in both compartments with an overall slightly higher membrane stability (see Figs. 4B and  EV4A). This seems to indicate that there is a slight, but no significant difference of transcript stability between mRNAs that are translated by ribosomes in the cytosol and mRNAs being targeted to and translated at the ER. Once a membrane-associated transcript is in the cytoplasm, it reaches the membrane-bound compartment rather fast, with timescales ranging from less than a minute to around ten minutes. The degree of membrane enrichment influences dynamics, with higher membrane enrichment leading to shorter cytosolic and longer membrane stability. On the other hand, the degree of cytosolic enrichment seems to have little influence on cytosolic stability.

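In bins of rising membrane enrichment, the median cytosolic half-life was 18.6 ± 4.11 min (SD between replicates) in bin 1 (7952 genes), 16.9 ± 4.27 min in bin 2 (1352 genes), 5.81 ± 1.58 min in bin 3 (466 genes), 2.77 ± 1.29 min in bin 4 (1033 genes) and 1.88 ± 1.46 min in bin 5 (471 genes). Of bins 1 and 2, which hold the cytosol-localized genes, bin 2 had the lower median in 5 of 6 fits of a single replicate. The median membrane half-life was 29.8 ± 10.7 min in bin 3, 37.1 ± 15.98 min in bin 4 and 56.0 ± 28.4 min in bin 5, and it rose from bin 3 to bin 5 in each of the 6 fits of a single replicate. The steady-state limits tie the ratio of both half-lives to the enrichment that sets the bins. Without these limits the cytosolic median was 5.48 min in bin 3 and at the bound of 0.347 min in bins 4 and 5. The membrane medians were then 15.6, 20.8 and 28.8 min in bins 3, 4 and 5.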

We next examined if transcripts encoding different targeting sequences show different behavior. We observed that the different targeting signals have a similar median cytosolic half-life of around 2 min (see Fig. 4C). Membrane-localized mRNAs encoding no known targeting signal surprisingly show the shortest median cytosolic half-life, while transcripts encoding only a signal peptide tend to have a slightly longer median cytosolic half-life. Distributions of membrane half-life vary slightly for different targeting signals, with transcripts encoding transmembrane helices having the lowest median (19 min) and transcripts encoding proteins with signal peptides having the highest (32 min). mRNA encoding tail-anchored proteins, with the first transmembrane helix close to the C-terminus, have a much longer median cytosolic half-life than other co-translationally targeted transcripts. This suggests that co-translational targeting to the ER for transmembrane helix-containing genes happens after the transmembrane helix is translated. Cytosolic or membrane half-lives did not correlate with the number of encoded transmembrane helices, further suggesting that the distance of the first transmembrane helix to the N-terminus influences cytoplasmic kinetics. Nuclear-encoded mitochondrial transcripts are mostly cytosol-localized (661 out of 763) and tend to have similar kinetics to other cytosol-localized transcripts except for nuclear half-lives, which are significantly longer (median of 128 min). Only 74 mitochondrial transcripts are membrane-localized and have similar cytoplasmic kinetics as ER-localized mRNAs, suggesting that most mitochondrial proteins are post-translationally targeted to mitochondria and only a small fraction are co-translationally targeted to the outer mitochondrial membrane.

### Validation with external datasets and independent approaches

mRNA half-lives have mostly been estimated on the whole-cell level. To be able to compare our subcellular half-lives for mESC to those whole-cell half-lives from previous studies, we used our model to predict model-derived whole-cell half-lives from the kinetic parameters and the estimated relative abundance of the three fractions (see Fig. 1D and “Methods” for details). Herzog et al estimated whole-cell RNA half-lives in mESCs as a proof-of-concept when establishing SLAM-seq (Herzog et al, 2017). Our model-derived and Herzog et al whole-cell half-lives show high correlation (*r* = 0.81, see Fig. 5A). For transcripts with half-lives longer than 4 h, values agree by ranking (90th percentile 4.6 h and 6.8 h for model-derived and Herzog et al, respectively). Interestingly, we find a diverging trend for half-lives that are shorter than 2 h: the half-lives derived by Herzog et al show a high density around 1.5 h, while our model-derived half-lives have a longer tail with values ranging down to 0.5 h (10th percentile 0.9 h and 2.0 h for model-derived and Herzog et al, respectively). This may indicate a lower sensitivity of detecting shorter half-lives for the whole-cell pulse-chase design.

**Figure 5:**
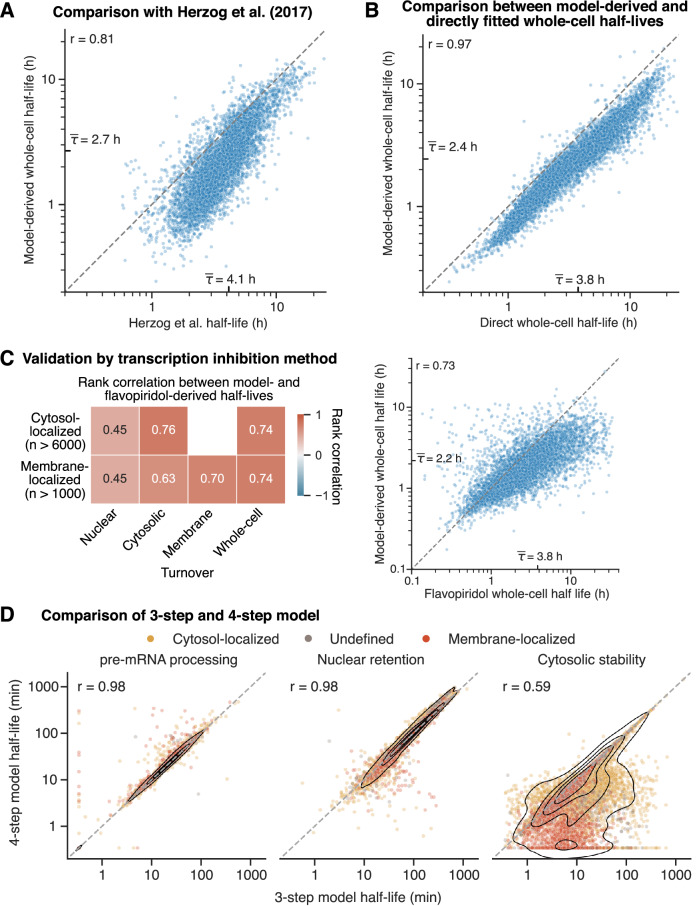
Validation of subcellular parameter estimates with external datasets and independent approaches. (**A**) Comparison with results from first SLAM-seq experiment (Herzog et al, 2017). Scatterplot of model-derived (*y* axis) and Herzog et al (*x* axis) whole-cell half-lives (*n* = 5475). Model-derived whole-cell half-lives are calculated from subcellular rates, see Appendix Fig. S2 and “Methods”. Mean half-life is annotated on the corresponding axis. Spearman rank correlation is shown on top left. The dashed, gray line is the identity line. (**B**) Scatterplot of model-derived and directly-fitted whole-cell half-lives (*n* = 9809). Model-derived whole-cell half-lives as in (**A**). Direct whole-cell half-lives obtained by fitting a simple “one minus exponential decay” model to the share of new to total mRNA from whole-cell extract data. Mean half-life is annotated on the corresponding axis. Spearman rank correlation is shown on top left. The dashed, gray line is the identity line. (**C**) Comparison of model- to flavopiridol-derived half-lives. Left: Correlation heatmap of model- with flavopiridol-derived subcellular half-lives split into cytosol- (upper row) and membrane-localized transcripts (lower row). Values in heatmap are spearman rank correlations, also indicated by color. For details on how half-lives using flavopiridol were derived, see “Methods” and Appendix Fig. S2. Right: Scatterplot of model-derived and flavopiridol whole-cell half-lives (*n* = 6316). Model-derived whole-cell half-lives as in (**A**). Mean half-life is annotated on the corresponding axis. Spearman rank correlation is shown on top left. Dashed, gray line is the identity line. (**D**) Comparison of 3-step and 4-step model, which model mRNA flow until cytosolic and membrane-bound compartments, respectively. Scatterplot of pre-mRNA processing, nuclear retention and cytosolic half-lives with values from 3-step and 4-step model on *x* and *y* axis, respectively (*n* = 9369, all genes were fit with both models). Black lines are 2-dimensional KDE to indicate density of points. For details on the models, see Model sections in “Results” and “Methods”. Spearman rank correlation is shown on top left. Dashed gray line is the identity line. Source data are available online for this figure.

In order to augment the robustness of our investigation into the estimated half-lives, we further compared our model-derived half-lives with a simple “one minus exponential decay” model that we fit on SLAM-seq data of our whole-cell samples, referred to as “direct” whole-cell half-lives in the following. 

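A one-minus-exponential curve was fitted to the whole-cell shares of each gene. Over 10858 genes the mean direct half-life was 5.48 ± 0.643 h (SD between replicates), and the model-derived mean over the same genes was 2.63 h. The direct value was the longer for 99.1% of genes, and the rank correlation across genes was 0.939 ± 0.0576. Replicate 5 moved the direct mean most, to 7.55 h when left out, and without replicate 6 it was 4.66 h. In fits to a single replicate the direct mean ranged from 3.88 to 10.5 h.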

Comparing the direct to the model-derived whole-cell half-lives, we find a near-perfect rank correlation (*r* = 0.97), but the values were systematically lower in our compartment model (see Fig. 5B; mean half-life 2.4 h and 3.8 h for model-derived and direct, respectively). This bias was most likely a result of the length-dependent labeling bias as well as the non-exponential nature of the process. 

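The 90th percentile of the direct half-lives was 11.1 ± 1.39 h (SD between replicates), and that of the model-derived half-lives over the same genes was 4.90 h.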

Interestingly, the 90th percentile value of the direct half-lives is higher compared to both our model-derived half-lives and those estimated by Herzog et al (7.6 h, 4.6 h, and 6.8 h, respectively).

To experimentally validate our metabolic labeling-derived subcellular flow rates with an independent (but more interfering) method, we inhibited transcription using flavopiridol (Chao and Price, 2001) followed by subcellular fractionation and RNA sequencing, resulting in a second set of subcellular rates (see “Methods” for details). Reassuringly, we find high correlation between the two sets of cytosolic, membrane and whole-cell half-lives for both cytosol- and membrane-localized mRNAs. Interestingly, the correlation was only moderate for nuclear mature half-lives (see Fig. 5C, left) which may be due to stress-induced changes in nuclear RNA turnover. When comparing the flavopiridol- and metabolic labeling-derived whole-cell half-lives (Fig. 5C, right), we find that for half-lives longer than 4 h, flavopiridol-derived half-lives were generally longer than metabolic labeling-derived ones, suggesting reduction in mRNA decay after transcription blockage.

As we used different models for cytosol and membrane-localized mRNAs (3-step and 4-step model, respectively), we asked how model choice influences the kinetic parameters. We therefore fitted both mathematical models to our subcellular SLAM-seq data, and compared the half-lives between the two models. 

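The 3-step model, which has no membrane compartment, and the 4-step model were both fitted to each gene. Over 8332 genes the pre-mRNA half-lives from both models had a rank correlation of 0.989, and over 10674 genes the nuclear half-lives had 0.990 ± 0.00807 (SD between replicates). The nuclear median was 91.1 min in the 3-step and 86.2 min in the 4-step model.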

We found a near-perfect correlation for pre-mRNA processing (*r* = 0.98) and nuclear retention (*r* = 0.98), which are modeled the same way in both models (see Fig. 5D). However, for the cytosolic stability we find lower agreement (*r* = 0.59), as here the 4-step model used additional information to constrain the ratio between cytosolic and membrane half-lives. This results in all membrane-localized, but also many cytosol-localized transcripts exhibiting lower cytosolic half-lives in the 4-step than in the 3-step model. 

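For 10674 genes the cytosolic half-lives of the 3-step and 4-step models had a rank correlation of 0.957 ± 0.0441 across genes, and 0.897 in 1330 membrane-localized genes. The 4-step value was the lower for 91.3% of genes, 77.7% of membrane-localized and 93.8% of cytosol-localized genes. Medians were 14.1 and 10.7 min. Without the steady-state limits, a setting chosen for this comparison after the values were seen, 53.8% of 5011 genes had the lower value in the 4-step model.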

For the former, this was desired, as T2C mutations are distinct between cytosol and membrane compartments, whereas for the latter, this is undesirable, as the T2C mutations are similarly frequent in both membrane and cytosol compartments and the fit then systematically underestimates the cytosolic half-life to accurately fit the membrane half-life.

Taken together, our validation efforts using our and published datasets suggest that the compartment-derived rates provide a high-quality quantitative assessment of mRNA turnover.

## Discussion

Our study provides a comprehensive analysis of and resource for nucleocytoplasmic mRNA kinetics in mESCs. Applying mathematical modeling to time-resolved subcellular SLAM-seq data we were able to quantify intracellular mRNA flow and offer valuable insight into the dynamics of the mRNA metabolism. Previously, mRNA kinetics were studied mostly on the whole-cell level, while our approach yields information on subcellular kinetics, even dissecting cytoplasmic into cytosolic and membrane dynamics, distinguishing it from recent studies on subcellular mRNA kinetics (Ietswaart et al, 2024; Müller et al, 2024).

Here, we modeled subcellular mRNA kinetics using a linear, inhomogeneous system of ordinary differential equations, accounting for different steps in the life cycle of mRNA molecules. Incorporating steady-state ratios in the fitting procedure allowed us to distinguish between export and degradation in the nuclear compartment and ensured that the fitted parameters align with the measured subcellular mRNA expression levels. The quantitative accuracy of the steady-state ratios was ensured by accounting for the varying amounts of mRNA present in the different cellular compartments in a manner similar to a recently published method (Dai et al, 2022).

To account for an observed labeling bias toward the 3’ end of transcripts when using poly(A)-selection and full-length transcript sequencing, we included a transcript elongation rate in our model. This modeling approach allowed for the estimation of kinetic parameters of pre-mRNA processing, nuclear retention, cytosolic, and membrane stability for mRNAs on a global level, including an approximation of transcriptional elongation rates. Our estimated mean elongation rates of 1.0 to 2.2 kb/min for shorter and longer genes, respectively, are highly similar to median elongation rate estimations of 1 kb/min measured before in mESCs (Shao et al, 2022) and 1.25–1.75 kb/min measured before in five different human cell lines (Veloso et al, 2014). Furthermore, our analysis revealed that transcriptional elongation was higher for longer genes, as observed previously (Veloso et al, 2014; Jonkers et al, 2014). In both of these two studies, differences in gene length-specific elongation rates were correlated with distinct histone modifications, suggesting that gene structure and epigenetic modification influence RNA polymerase II elongation rates. Although we have good agreement with previous findings, our method to estimate elongation rates has limits. It cannot consider the increase of labeling efficiency early in the time series, for which a dataset with long-read sequencing of transcripts would be better suited. Furthermore, a more densely sampled time series would be required to improve the transcript elongation estimate for shorter genes.

Across transcripts, the timescales of the subcellular kinetic parameters span multiple orders of magnitude. One of the key findings of our study was the observation that nuclear retention is the rate-limiting step for most transcripts, as evidenced by the significantly longer median half-life of 78 min for mature mRNA in the nucleus compared to the cytosolic half-life of 10 min. This finding is consistent with prior works applying imaging-based approaches, demonstrating that nuclear retention of transcripts serves as an effective mechanism for buffering noise (Battich et al, 2015; Bahar Halpern et al, 2015). Battich and coworkers derived nuclear retention times between ∼5–90 min for close to 300 newly synthesized transcripts, with a median of ∼20 min (Battich et al, 2015). However, the authors argued that these nuclear retention times are likely an underestimation for most other genes, since these genes were fast-responding genes during stress signaling. Moreover, Halpern and colleagues showed that in mouse tissues spliced and polyadenylated mRNAs are retained in the nucleus for many protein-coding genes to reduce cytoplasmic gene expression noise (Bahar Halpern et al, 2015). Ren and coworkers found that a substantial fraction of newly synthesized transcripts was retained in the nucleus even after 6 h, corroborating the previous observation of nuclear mRNA retention (Ren et al, 2023). Choi and colleagues conducted mRNA interactome-capture experiments combined with pulse-chase labeling in HeLa cells and found that export-competent and cytoplasmic translating mRNPs are assembled mainly at 60–70 min and 90–120 min chase time, respectively (Choi et al, 2024). Similarly, by applying sequencing of metabolically labeled RNA in the nuclear and cytosolic compartments followed by mathematical modeling, Müller et al recently reported that mRNA molecules generally spend most of their life in the nucleus, highlighting nuclear retention as a critical determinant of subcellular mRNA dynamics (Müller et al, 2024). The relative amount of poly(A) mRNA in the nucleus varies across cell types (Bahar Halpern et al, 2015; Dai et al, 2022; Gondran et al, 1999). As the nucleus makes up a large part of the cell volume in mESCs and we observe a high relative nuclear mRNA amount, the nuclear retention half-lives estimated here are likely to be higher than in other, differentiated cell types.

By comparing models excluding and including nuclear degradation, we found evidence for nuclear degradation of mature mRNA for 6% of expressed genes. Most of the transcripts from those genes are degraded in the nucleus, but those that are exported to the cytoplasm show a high cytoplasmic stability.

To identify functional categories associated with genes exhibiting extreme subcellular rates, we undertook gene set enrichment analyses. mRNAs transcribed from genes involved in transcription regulation were enriched among those with short nuclear half-lives. Conversely, mRNAs from genes associated with translation and metabolic processes, in particular mitochondrial and ribosomal genes showed enrichment among those with longer nuclear half-lives. Interestingly, mRNAs of nuclear-encoded mitochondrial genes presented mostly similar cytoplasmic kinetics when compared to cytosol-localized transcripts, suggesting mostly post-translational targeting to the mitochondria with only around 10% of transcripts being co-translationally targeted.

Using cytosolic and membrane mRNA expression levels, we were able to identify cytosol– and membrane-localized transcripts with the latter mostly being associated with the ER membrane. These membrane transcripts were localized within two minutes to the ER, mostly independent of the targeting signal, and then were stable for around 20 min at the ER, with transcripts targeted by the signal recognition particle having slightly longer half-lives. Cytosolic half-lives of cytosol-localized transcripts were centered slightly below 20 min, revealing that cytosol- and membrane-localized mRNAs have similar cytoplasmic stability, suggesting that differences in protein expression between cytosol- and membrane-localized transcripts with similar mRNA levels derive mainly from differences in translational efficiency (Voigt et al, 2017; Lashkevich and Dmitriev, 2021; Zinnall et al, 2022). An intriguing prospect for future inquiry revolves around the impact of translation on the subcellular localization of mRNA. Recent findings have shown that, notably, when translation initiation is inhibited, the ER becomes the predominant site for the localization of newly exported mRNAs, prompting questions about the intricate relationship between translation and subcellular mRNA localization (Child et al, 2023).

Since nuclear retention is the rate-limiting factor, it is harder to correctly estimate all processes taking place afterward, especially if they happen on a comparatively short time scale. Using the well-measured steady-state ratios helps to essentially determine the short and difficult to estimate cytosolic stability from the longer and more easily determined membrane stability in the case of membrane-localized transcripts, where slight contaminations between nuclear and membrane compartment would further hinder correct estimation.

Based on subcellular parameters, we calculated model-derived whole-cell half-lives that correlate highly with previous experimentally determined whole-cell half-life estimates. This analysis provided confidence in the accuracy of the subcellular rates and their ability to represent whole-cell mRNA kinetics. Both model-derived and direct whole-cell half-lives were correlated highly with nuclear retention half-lives. To validate the subcellular flow rates further, we inhibited transcription and performed subcellular fractionation, generating a second set of subcellular rates. These rates showed good agreement with the original rates, further supporting the reliability of the findings.

In conclusion, our findings offer deeper insights into the dynamics of mRNA metabolism and uncover compartment-specific features of post-transcriptional regulation, showing that mature mRNAs spend most of their lifetime in the nucleus in mESCs. The relationship between mRNA kinetics and gene functions give directions for further investigation to analyze the RNA-binding proteins and molecular processes, like translation, influencing subcellular mRNA dynamics. These findings provide a foundation for future research into the mechanisms of mRNA processing and localization within mammalian cells, ultimately contributing to our broader understanding of gene expression regulation in a subcellular context.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
E14TG2a mESCs (*M. musculus*)	Iacovino et al, 2014	
**Recombinant DNA**		
**Antibodies**		
Goat anti-rabbit HRP	Agilent	P044801-2
Goat anti-mouse HRP	Agilent	P044701-2
Mouse anti-beta-tubulin	Sigma-Aldrich	T8328-200UL
Mouse anti-GAPDH	Sigma-Aldrich	G8795
Mouse anti-TBP	Abcam	ab818
Mouse anti-Lamin A/C	Invitrogen	14-9688-80
Rabbit anti-H3	Abcam	ab1791
Rabbit anti-BCAP31	Proteintech	11200-1-AP
Rabbit anti-S6	Cell Signaling Technology	2217
**Oligonucleotides and other sequence-based reagents**		
RT-PCR primer p21 gene	This study	Methods
Random hexamers	ThermoFisher Scientific	48-190-011
**Chemicals, enzymes, and other reagents**		
Advanced DMEM/F12	ThermoFisher Scientific	12634028
Neurobasal	ThermoFisher Scientific	21103049
Knockout™ DMEM	ThermoFisher Scientific	10829018
Fetal Bovine Serum qualified for ES cells	Life Technologies	16141079
N2 Supplement	ThermoFisher Scientific	17502048
B27 Supplement	ThermoFisher Scientific	17504001
GlutaMax	ThermoFisher Scientific	35050061
MEM non-essential amino acid	ThermoFisher Scientific	11140050
Nucleosides	Merck Millipore	ES-008-D
β-mercaptoethanol	ThermoFisher Scientific	21985023
CHIR99021 inhibitor	Invitrogen	SML1046-5MG
PD0325901 inhibitor	Invitrogen	PZ0162-5MG
Leukemia inhibitory factor	Merck Millipore	ESG1107
4-thiouridine (4sU)	ChemGenes	RP-2304
DPBS, no calcium, no magnesium	ThermoFisher Scientific	14190169
Cycloheximide	Biochemika	A0879,0001
Complete Protease Inhibitor Cocktail, EDTA-free	Roche	COEDTAF-RO
RNaseOUT™ Recombinant Ribonuclease Inhibitor	ThermoFisher Scientific	10777019
Digitonin	Sigma-Aldrich	D141-100MG
Amersham ECL Western Blotting Detection Reagent	GE Healthcare	RPN2209
Flavopiridol	Biotrend	HY-10005-10mg
Trizol LS	ThermoFisher Scientific	10296028
Nitrocellulose blotting membrane	GE Healthcare	10600004
TruSeq Stranded mRNA Library Prep Kit	Illumina	20020594
SuperScript III Reverse Transcriptase	ThermoFisher Scientific	18080085
Random hexamers	ThermoFisher Scientific	48-190-011
SYBR Green PCR Master Mix	Applied Biosystems	43-643-46
IGEPAL	Sigma-Aldrich	7365-45-9
1,4-Dithiothreitol (DTT)	Sigma-Aldrich	10197777001
Dimethyl sulfoxide (DMSO)	Sigma-Aldrich	D8418-250ML
Iodoacetamide (IAA)	Sigma-Aldrich	I6125-5G
NuPAGETM NOVEXTM 4-12% Bis-Tris	ThermoFisher Scientific	NP0323BOX
**Software**		
https://github.com/steinbrecht/subcellular-SLAM	This study	
Adobe Illustrator	https://www.adobe.com/products/illustrator.html	
STAR (v2.7.6)	https://github.com/alexdobin/STAR	
HTSeq-count (v0.11.1)	https://htseq.readthedocs.io/en/latest/	
RSEM (v.1.3.3)	https://deweylab.github.io/RSEM/	
DESeq2 (v1.40.2)	https://github.com/genepattern/DESeq2	
**Other**		
Centrifuge 5417R	Eppendorf	
Centrifuge Multifuge 3SR+	Thermo Scientific	
Amersham Imager 680	GE Healthcare	
HiSeq 4000	Illumina	
NanoDrop One/One^c^	ThermoFisher Scientific	
Qubit 2.0 Fluorometer	ThermoFisher Scientific	

### Mouse embryonic stem cell (mESC) culture

E14TG2a mESCs (Iacovino et al, 2014) were cultured in 0.1% gelatin [w/v]-coated plates in “2i + LIF” ES medium [Advanced DMEM/F12 (12634028, ThermoFisher Scientific)—Neurobasal (21103049, ThermoFisher Scientific)—Knockout™ DMEM (10829018, ThermoFisher Scientific) (1 :1:0.5), 14% Fetal Bovine Serum qualified for ES cells (16141079, Life Technologies), 1× N2 (17502048, ThermoFisher Scientific), 1× B27 (17504001, ThermoFisher Scientific), 1× GlutaMax (35050061, ThermoFisher Scientific), 1× MEM Non-Essential Amino Acid (11140050, ThermoFisher Scientific), 1× Nucleosides (ES-008-D, Merck Millipore), 100 µM β-mercaptoethanol (21985023, ThermoFisher Scientific), 3 μM CHIR99021 (SML1046-5MG, Invitrogen) and 1 μM PD0325901 (PZ0162-5MG, Invitrogen), 1000 U/ml Leukemia inhibitory factor (ESG1107, Merck Millipore)], under a controlled atmosphere at 5% CO_2_ and 37 °C. mESCs were seeded the day before the experiments at a density of 3 × 10^5^ cells/ml.

### Metabolic labeling and cell fractionation

Independently passaged biological replicates of mESCs (~3.5 × 10^7^ cells per replicate) were separately labeled in “2i + LIF” ES medium supplemented with 500 µM (4 replicates for 20 and 60 min; 2 replicates for 15, 30, and 40 min; 3 replicates for 0 min) or 100 µM (2 replicates for 60, 120, and 180 min) 4-thiouridine (4sU, RP-2304, ChemGenes) and fractionated by sequential detergent extraction, as described previously (Jagannathan et al, 2011) with minor modifications. Briefly, medium was aspirated, 5 ml of ice-cold PBS supplemented with 100 µM cycloheximide (A0879,0001, Biochemika) was added to the plates, cells were scraped from the plates, transferred to 15ml falcon and spun down. Pellet was resuspended in 500 µl of ice-cold permeabilization buffer (110 mM KOAc, 25 mM K-HEPES pH 7.2, 2.5 mM Mg(OAc)2, 1 mM EGTA with freshly added 0.015% digitonin, 1 mM DTT, 100 μg/ml cycloheximide, 1× Complete Protease Inhibitor Cocktail and 40 U/mL RNaseOUT™). 100 µl of the sample was taken aside as Total extract and rest was incubated for 10 min at 4 °C with rotation, followed by centrifugation at 3000 × *g* 5 min at 4 °C. Supernatant (corresponding to the Cytosolic fraction) was transferred to new tube while the pellet was resuspended in 5 ml of wash buffer (110 mM KOAc, 25 mM K-HEPES pH 7.2, 2.5 mM Mg(OAc)2, 1 mM EGTA with freshly added 0.004% digitonin, 1mM DTT, 100 μg/ml cycloheximide) and spun down again at 3000 × *g* 5 min at 4 °C. After centrifugation washed pellet was mixed with 500 µl of ice-cold lysis buffer (400 mM KOAc, 25 mM K-HEPES pH 7.2, 15 mM Mg(OAc)2, 0.5% (v/v) NP-40 and freshly added 1 mM DTT, 100 μg/ml cycloheximide, 1× Complete Protease Inhibitor Cocktail, 40 U/mL RNase Out) and incubated for 5 min on ice followed by centrifugation at 3000 × *g* 5 min at 4 °C to collect the supernatant (corresponding to the Membrane fraction) and the pellet (insoluble and the nuclear fraction). For additional purity nuclei were loaded on 10% sucrose cushion in lysis buffer and centrifuged at 200 × *g* 5 min at 4 °C. The cytosolic and membrane fractions were clarified at 7500 × *g* 10 min at 4 °C to remove cell debris. In total, 20 µl of all fractions were taken for western analysis while the rest were mixed with Trizol LS (10296028, ThermoFisher Scientific) for subsequent RNA isolation.

### RNA isolation, alkylation of 4sU-labeled RNA, and SLAM-seq

RNA extraction was carried out by the manufacturer’s protocol but including 0.1 mM DTT (final concentration) during isopropanol precipitation and dissolving RNA in 1mM DTT to prevent oxidation of thiol groups (Herzog et al, 2017). For a typical SLAM-seq experiment, 5 μg of DNase-treated total RNA were incubated in reaction mix (50 mM sodium phosphate pH 8.0, 50% DMSO, 10 mM iodoacetamide) at 50 °C for 15 min. The reaction was stopped by adding 1 μl of 1M DTT and RNA was ethanol precipitated. One microgram of total RNA was used as an input for TruSeq Stranded mRNA Library Prep Kit (20020594, Illumina) following the manufacturer’s instructions. Briefly, poly-A containing mRNA molecules were captured from the total RNA sample using magnetic beads. Following this selection, the mRNA was fragmented, and complementary DNA (cDNA) was synthesized. Illumina adapters with unique barcode sequences for each sample were then attached, and the library is amplified through PCR. The multiplexed, full-length transcript libraries were sequenced using HiSeq 4000 (Illumina) for pair-end 75 cycles by the BIH Genomics platform at the Max Delbrück Center for Molecular Medicine.

### Western blotting

Protein lysates from cell fractionation experiments were separated on 10% SDS PAGE, transferred to nitrocellulose blotting membrane (10600004, GE Healthcare), blocked in 5% dry milk and probed for cytosolic (beta-tubulin, GAPDH), membrane (BCAP31), nuclear (Lamin A/C, TBP, H3) markers and S6 ribosomal protein. Antibodies were used at a dilution of 1:5000 for anti-beta-tubulin (T8328-200UL, Sigma-Aldrich, mouse), 1:25,000 for anti-GAPDH (G8795, Sigma-Aldrich, mouse), 1:2000 for anti-TBP (ab818, Abcam, mouse), 1:500 for anti-Lamin A/C (14-9688-80, Invitrogen, mouse), 1:1000 for anti-H3 (ab1791, Abcam, rabbit), anti-BCAP31 (11200-1-AP, Proteintech, rabbit) and anti-S6 (2217, Cell Signaling Technology, rabbit) and detected by 1:2000 dilution of respective secondary HRP-antibody-conjugates (anti-rabbit, P044801-2, Agilent; anti-mouse, P044701-2, Dako). Primary antibodies were incubated at room temperature for one hour followed by three washing steps for 5 min and incubation with secondary antibodies for one hour. Images were acquired using Amersham ECL Western Blotting Detection Reagent (RPN2209, GE Healthcare) on an Amersham Imager 680 (GE Healthcare).

### Transcriptional inhibition by flavopiridol

Three independently passaged biological replicates of mESCs (~3.5 × 10^7^ cells per replicate) were cultured in “2i + LIF” ES medium supplemented with 1 µM flavopiridol (HY-10005-10mg, Biotrend) to block the transcription. Cells were harvested at 0, 30, 60, 120, and 180 min after addition of flavopiridol followed by cell fractionation as described above. Obtained fractions were mixed with Trizol LS and RNA was isolated following the manufacturer's instructions. One microgram of total RNA was used as an input for TruSeq Stranded mRNA Library Prep Kit according to the instructions of the manufacturer. The multiplexed, full-length transcript libraries were sequenced using HiSeq 4000 for pair-end 75 cycles by the BIH Genomics platform at the Max Delbrück Center for Molecular Medicine.

### RT-qPCR

For assessment of stress response caused by 4sU toxicity mESCs were incubated with 100, 250, 500 µM 4sU for 0, 60, 120, and 240 min with subsequent RNA isolation. Reverse transcription was performed by SuperScript III Reverse Transcriptase (18080085, ThermoFisher Scientific) and random hexamers (48-190-011, ThermoFisher Scientific) following the manufacturer’s instruction. Around 100 ng of the synthesized cDNA was used as an input for 20 μl qPCR reaction using SYBR Green PCR Master Mix (Applied Biosystems) with the gene-specific primer pairs targeting stress-responsive gene p21 (forward: 5’-TCGCTGTCTTGCACTCTGGTGT-3’, reverse: 5’-CCAATCTGCGCTTGGAGTGATAG-3’). The mean CT value was calculated for three biological replicates.

### Custom genome annotation for intronic regions

In order to sum up mutations separately for intronic gene regions, we created a custom genome annotation containing intronic regions based on the Gencode Release M14 (GRCm38.p5). Intronic regions were determined from the gaps between exons and further filtered by exonic regions from other genes. For alignment of exons, the unaltered genome annotation from Gencode was used.

### Alignment and read counting

After demultiplexing and adapter trimming, raw sequencing files were aligned using STAR (v2.7.6), once for exons and once for introns with the custom genome annotation. The following STAR options were used: “outFilterMultimapNmax=10, alignSJDBoverhangMin=3, outFilterMismatchNmax=35, alignEndsType=EndToEnd and seedSearchStartLmax=10”. To increase the mappability of highly labeled fragments and avoid potential bias, we lowered the parameter “seedSearchStartLmax” to 10 (from default 50), which limits the maximal fragmented length to 10 bases. Reads in exons were counted with HTSeq-count (v0.11.1) and TPM values were obtained by RSEM (v.1.3.3) using default parameters.

### Exclusion of SNPs from T2C mutation counting

VarScan’s (v2.3.9) mpileup2snp command was used with the options minVarFreq=“0.4” and minCov=“10” to obtain SNPs from the BAM files from all unlabeled samples (uniquely mapped reads only). We created one pileup file containing only T2C and A2G mutations, which was used later on to exclude those SNPs from being erroneously counted as 4sU labeling-induced T2C conversion.

### T2C mutation counting and normalization

Mutations with respect to the reference sequence in each read were determined using a custom C program. Since the primary read maps to the reference sequence and the secondary read to the reverse complement, we searched for T2C and A2G mutations, respectively. To quantify the sequencing error rate $${p}_{e}$$, we searched for A2G mutations in the primary read and T2C mutations in the secondary read. Mutations were separately counted in for exons and the intronic region. For each region, the ratio between all T2C mutations in reads mapping to that region and all Ts in reads mapping to that region was computed. To confirm the validity of our metabolic labeling sequencing data, we repeated the alignment and T2C counting with SLAM-DUNK, which is an established pipeline that aligns only on the 3’ UTR. When comparing labeling data from our custom C program to SLAM-DUNK, we find very high agreement (Spearman *r* >0.9) from 30 min labeling time onwards (see Appendix Fig. S1). We conclude that our data analysis pipeline matches the standard of published metabolic labeling analysis pipelines.

The conversion rate corresponding to the random 4sU incorporation rate into transcripts was estimated using a two step process. For each sample, a frequency distribution was calculated indicating the frequency of $${a}_{kn}$$ of k mutations in reads with n Ts. We then generated an initial estimate for $${p}_{{{{\rm{conv}}}}}$$ using the expectation-maximization (EM) algorithm described in (Jürges et al, 2018). Subsequently, we fitted a binomial mixture model to the observed mutation frequencies using the output of the EM algorithm and the sequencing error rate as inputs for $${p}_{{{{\rm{conv}}}}}$$ and $${p}_{e}$$, respectively. An overview of the conversion rates can be seen in Fig. EV1E. Finally, the ratio of new to total mRNA was obtained from the T2C/T ratio by dividing with the estimated conversion rate. The ratio of new to total mRNA (per exon or for all intronic regions of a gene) was used later on as input for the kinetic model (see Fig. 1A, bottom, F).

### Additional data analysis

Genes were defined as expressed if they had an average TPM value ≥1.5 in at least one subcellular fraction. Membrane-to-cytosol enrichment was equal to the fold change between the average TPM values of membrane and cytosolic samples. To define membrane-bound and cytosolic mRNAs we used membrane enrichment cutoffs ≥3.0 and ≤1.5, respectively, for all expressed mRNAs. Fitting was performed throughout with the python package lmfit (v1.0.3) using the Levenberg-Marquardt “least-squares” algorithm to minimize the chi-squared unless otherwise specified. Gene set enrichment analyses were performed with fgsea (v1.28.0) with gene set sizes limited from 100 to 600. All rates used to rank the genes in the GSEAs were taken from the 3-step model to ensure intrinsic consistency, except the membrane decay rate, which was taken from the 4-step model. For general data analysis purposes, Python 3.9 and R v4.3.2 were used. Read mapping, counting, T2C data processing and model fitting was implemented in Snakemake (Mölder et al, 2021).

### Minimal effect of metabolic labeling on the transcriptome

To assess the effect of the metabolic labeling on transcriptional output, we performed a differential gene expression analysis on RNA count data from whole-cell extracts using DESeq2 (v1.40.2). Two different 4sU concentrations were used: 500 µM (from 0 min to 180 min) and 100 µM (from 60 min to 180 min). 

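At 120 min and 500 µM, compared with 20 min of the same replicates 3 and 4, 19 genes were called in whole cells, 12 higher and 7 lower, and 1656 genes had an unadjusted p under 0.05. *Slc38a2* (ENSMUSG00000022462, chromosome 15, 96687392 to 96699730) fell from 190.5 ± 0.352 to 83.1 ± 13.1 CPM (SD, n = 2), a log2 fold change of -1.18 (standard error 0.159, adjusted p = 0.0103 from edgeR). *Plk2* (ENSMUSG00000021701, chromosome 13, 110395046 to 110400844) rose from 56.4 ± 4.81 to 139.9 ± 4.42 CPM, a log2 fold change of 1.33 (standard error 0.213, adjusted p = 0.0192). *Lemd3* had a log2 fold change of -1.38, and the pseudogene *Gm5835* and the short gene *Gm10260*, for which reads shared with related genes were not excluded, had 1.72 and 3.51. With either replicate left out, all 19 genes kept the sign of their change. The genes were selected in these same replicates, so that the kept sign is not an independent test of the calls. The number of called genes was 227 without the filter on low counts (70 higher, 157 lower) and 101 with DESeq2 (40 and 61). It was 95 with replicates 3 and 4 alone in the fit (39 and 56) and 83 with replicate as a further term in that fit (35 and 48).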

Comparing all subsequent time points to the *t* = 0 time point for the high 4sU dose, we found that up until 40 min no genes, at 60 min one gene (*Kantr*) and from 120 min onwards, more than 250 genes were differentially expressed (see Fig. EV1A, log2FC >0.5 and adjusted *P* value <0.05). We decided to exclude all samples with 500 µM 4sU labeling for more than 60 min and keep samples using 500 µM labeling up until and including 60 min. Accordingly, *Kantr* was removed from subsequent analyses. For samples labeled with 100 µM 4sU, the 120 min and 180 min time points were compared to the 60 min time point (as no control measurements were done in this batch). No genes were found to be differentially expressed (see Fig. EV1A, log2FC >0.5 and adjusted *P* value <0.05). As the higher dosage already has a minimal effect at 60 min, it can be assumed that the lower dosage leaves the cells unperturbed at 60 min and hence the 60 min 100 µM samples are a valid control. 

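In the comparison of 120 with 60 min at 100 µM, with whole-cell libraries of replicates 5 and 6, the smallest adjusted p over all tested genes was 0.997. With DESeq2's size factors in edgeR it was 0.996, and with replicates 5 and 6 alone in the fit it was 0.915. With replicate as a further term in the fit of replicates 5 and 6 alone, 41 genes were called, 40 of them lower. The measured share of new to total mRNA over that predicted from the fractions was 1.93 in the whole-cell library of 60 min of replicate 6 and 0.503 in that of 120 min. With the labels of these libraries exchanged it would be 0.936 and 1.03, and the comparison was not run with them exchanged.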

As the lowest adjusted *p* value in the comparisons for the low dosage was 0.6, it can be assumed that the transcriptional state of the cells does not change during the 180 min labeling duration with 100 µM 4sU. All in all, this shows a negligible effect of 4sU labeling on the transcriptome in our samples.

### Quantifying relative mRNA abundance of subcellular compartments

To get a biologically accurate quantification of the RNA expression ratio between different subcellular compartments, we need to quantify how much RNA is present in those compartments. This allows us to constrain the parameter space by steady-state expression ratios and to reconstruct whole-cell dynamics from subcellular kinetic parameters. Under the assumption that, in the gene space containing all expressed genes, the RNA expression vector of the whole-cell extract can be approximated by summing the RNA expression vectors of the three subcellular fractions with a corresponding factor for each, we fitted the model $$a\cdot {{{{\rm{TPM}}}}}_{{{{\rm{nuc}}}}}+b\cdot {{{{\rm{TPM}}}}}_{{{{\rm{cyto}}}}}+c\cdot {{{{\rm{TPM}}}}}_{{{{\rm{mem}}}}}{{\mathrm{=1}}}\cdot {{{{\rm{TPM}}}}}_{{{{\rm{whole}}}}-{{{\rm{cell}}}}}$$ to the whole-cell RNA expression with the constraint $$a+b+c{{\mathrm{=1}}}$$. Only highly expressed genes were included ($${{{{\rm{TPM}}}}}_{{{{\rm{whole}}}}-{{{\rm{cell}}}}}{{\mathrm{ > 50}}}$$, *n* = 2725). RNA expression vectors (and their errors) were the mean (and the standard error) across all replicates and time points of the corresponding fraction in gene space. The inverses of the squared standard errors were used as weights in the fitting procedure for both the independent and the response variables. The “ODR” function from function scipy (v1.11.2) was used to perform the total least-squares fit.

This resulted in the following values for the relative abundances: nuclear factor = 0.39, cytosolic factor = 0.15 and membrane factor = 0.45 (see Fig. 1D). Relative errors on the fitted parameters were equal to or smaller than 2%. It is of note that the cytosolic abundance is the lowest. The averaged subcellular TPM counts are multiplied by their corresponding factor before calculating the steady-state ratios that are used to constrain the parameter space in the fits (Box 1).

### Model fitting of subcellular mRNA dynamics

Summarizing different models and genes, the following kinetic rates were estimated: transcript elongation rate, pre-mRNA processing rate, nuclear export rate, nuclear decay rate, cytosolic decay rate, cytosolic transport rate and membrane decay rate (see Box 1). The half-lives, calculated from those rates, were primarily shown in the results section. Per gene, the analytical solutions of the rescaled system, shown in Box 2, were used to fit all corresponding kinetic rates simultaneously to the subcellular, time-resolved labeling data. More specifically, the mean share of new to total mRNA for exons and introns across replicates was used as input data for the fit (see example gene with data from cytosolic compartment in Fig. 2B). Each data point was weighted by the inverse of a mixed standard error across replicates, with the mixed standard error consisting half of the standard error per time and compartment and half of the standard error averaged over time per compartment. Acting as a variance-stabilization mechanism, the minimum of the standard error for each exon was set to 0.06 (the mean standard error across all exons at *t* = 15 min). Per gene, there is one set of subcellular parameters shared by all exons, with each exonic fit curve being time-delayed by the elongation rate proportionately to the distance to 3’ end. As parameter boundaries a minimum of 0.001 $${\min }^{-1}$$ and a maximum of 2 $${\min }^{-1}$$ was set for all kinetic rates (for the nuclear decay rate the minimum was set to 1e-06 $${\min }^{-1}$$). For the elongation rate, minimum and maximum boundaries were set to 0.1 $${{{\rm{kb}}}}/{\min }$$ and 10 $${{{\rm{kb}}}}/{\min }$$. To further constrain the parameter space, we used the measured mRNA expression ratios via the equations shown in Box 1 and the “expr” keyword from lmfit. The upper and lower limits between parameter ratios were given by the steady-state ratios plus and minus five times its standard error. Taking *Tfrc* as an example, its membrane/cytosol expression ratio (plus/minus standard error) is given by $$\frac{{{{{\rm{rel}}}}}_{{{{\rm{mem}}}}}\cdot {{{{\rm{TPM}}}}}_{{{{\rm{mem}}}}}}{{{{{\rm{rel}}}}}_{{{{\rm{cyto}}}}}\cdot {{{{\rm{TPM}}}}}_{{{{\rm{cyto}}}}}}=\frac{0.45\cdot 200.6}{0.15\cdot 24.0}{{\mathrm{=25.1\ (}}}\pm {{\mathrm{1.1)}}}$$, where the TPM values were multiplied with their corresponding relative mRNA abundance to obtain an absolute steady-state expression ratio. Hence, the lower and upper limit of the ratio $$\frac{{k}_{3}}{{\gamma }_{4}}$$ were set to $$25.1-5\cdot {{\mathrm{1.1=19.6}}}$$ and $$25.1+5\cdot {{\mathrm{1.1=30.6}}}$$, respectively (in other words: $${k}_{3}$$ has to be at least 19.6 times larger than $${\gamma }_{4}$$, but not more than 30.6 times). 

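*Tfrc* expression was 229.2 ± 97.8 (SD, n = 16 libraries) length-normalized counts in the membrane fraction and 39.6 ± 18.2 in the cytosol, a membrane enrichment of 5.79 ± 1.29. Weighted with the relative abundances estimated here, the ratio of membrane to cytosol was 29.0 ± 6.47 (SD between replicates). This SD holds the abundances fixed and leaves out their own spread, an SD of 8.62 percentage points for the cytosol between replicates. Without replicate 3 the ratio was 53.5, and with the paper's abundance factors, a setting chosen after the values were seen, 17.4.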

Per gene, the kinetic parameters were fit in logarithmic space 200 times with random initial conditions using a computationally inexpensive local fitting method. Out of the ten lowest chi-squared fits, the result with parameter values farthest from the parameter boundaries was chosen as best and final fit. The quality control involved three steps: genes were excluded if the best fit showed (a) reduced chi-squared >4, (b) relative standard deviation of the ten least chi-squared fits of any parameter >0.05, or (c) nuclear or cytosolic (cytosol-localized) or nuclear and membrane (membrane-localized) parameter values at the maximum allowed boundary (see Figs. EV2A–C). Standard errors on the parameters were calculated as the square root of the diagonal elements of the inverse Hessian matrix (1σ uncertainty output by lmfit). Relative standard errors were the standard errors divided by their corresponding parameter values. 75% of parameter estimates have a relative error smaller than 19% (see Fig. EV2D). Rank correlations between parameters are shown in Fig. EV2E. The cell cycle rate of roughly 14 h for mESCs (Herzog et al, 2017; Waisman et al, 2019) confounds our rate estimation only minimally, as the estimated rates are typically an order of magnitude smaller than the average cell cycle.

**Figure EV2:**
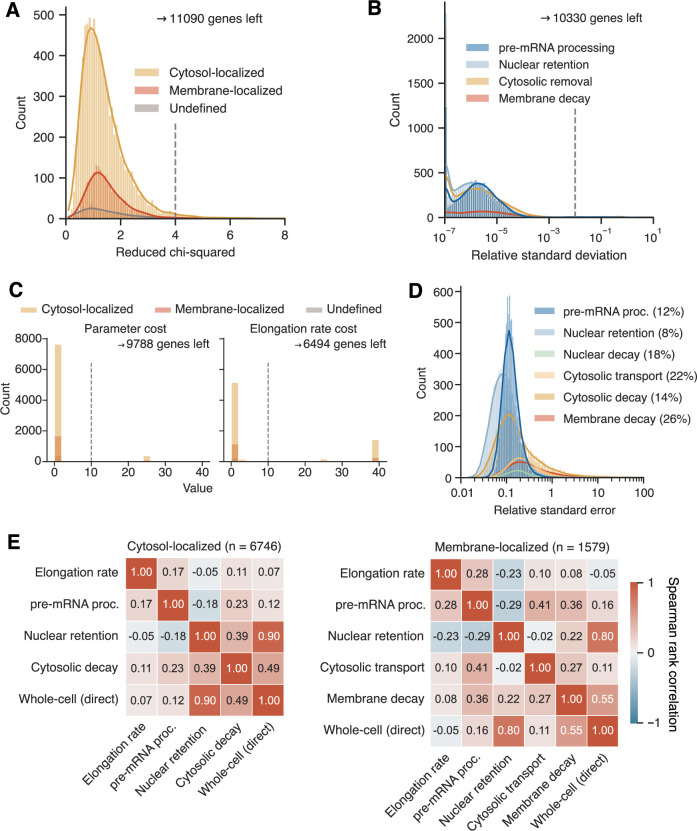
Quality control of fit results. (**A**) First quality control step. Histograms of reduced chi-squared, which is minimized during fitting (optimal value is 1). Vertical dashed line shows cutoff of 4. If the best fit for a transcript has a value higher than the cutoff, the transcript is excluded. (**B**) Second quality control step. Histograms of relative standard deviation, calculated by dividing the standard deviation of the ten best-fit results by the value of the best fit. All values < 1e-07 were set to 1e-07. Vertical dashed line shows cutoff of 0.05. If the relative standard deviation for a transcript has a value higher than the cutoff, the gene is excluded. (**C**) Third quality control step. Histograms of the boundary cost for all kinetic parameters (left) and elongation rate (right). Boundary cost is near 0 if fit value is far away from upper and lower limits and increases drastically as the value approaches the allowed limits. A high boundary cost therefore indicates that the fit was stuck at maximum or minimum allowed value. Vertical dashed line shows cutoff of 10. If the best fit for a transcript has a parameter cost higher than the cutoff, the transcript is excluded. Transcripts with a elongation rate cost higher than the cutoff are only excluded for analyses specifically regarding the elongation rate. Colors indicate mRNA localization. (**D**) Accuracy of parameter estimations. Histograms of the relative standard error colored by parameter. Relative standard errors are the square root of the diagonal elements of the inverse Hessian matrix (1σ uncertainty output by lmfit) divided by the corresponding parameter value. Median relative standard errors of each parameter are shown in brackets as percentages in the figure legend. 75% of parameter estimates have a relative error smaller than 19%. (**E**) Heatmaps showing the Spearman rank correlation between kinetic parameters for cytosol- (left) and membrane-localized (right) transcripts. Source data are available online for this figure.

Box 2. Analytical solutions of the rescaled system and their usage in the fitting procedure The analytical solutions to the rescaled ODE system (see Box 1, top right) are shown. For intron-containing genes (*n* = 8548), solutions of the first, second, third and fourth step are used to fit nuclear pre-, nuclear mature, cytosolic and membrane-bound mRNA, respectively, with the fourth step being used only for membrane-localized and undefined transcripts (*n* = 1726). As indicated on the top right, we incorporate the transcript elongation rate v to time-delay the solutions: for mature mRNA we fit on exon level and d is the distance of the exon to the 3’ end, and for pre-mRNA we fit all intronic regions together and d is the gene length times 0.1, with this heuristic factor being the mean relative exon distance to 3’ end across genes weighted by expression. δ is the overall delay of 5 min until any labeling is experimentally observed. The modified time is set to 0 for all negative values. For intron-less genes or genes with reliable T2C data present only for one exon (*n* = 1314), the first, second and third solutions are used to fit nuclear mature, cytosolic and membrane-bound mRNA, respectively, with the third step being used only for membrane-localized or undefined transcripts (*n* = 318). In this case, transcript elongation and pre-mRNA processing rates are not fit and $$\tilde{t}=t-\delta$$.

**Figure:**
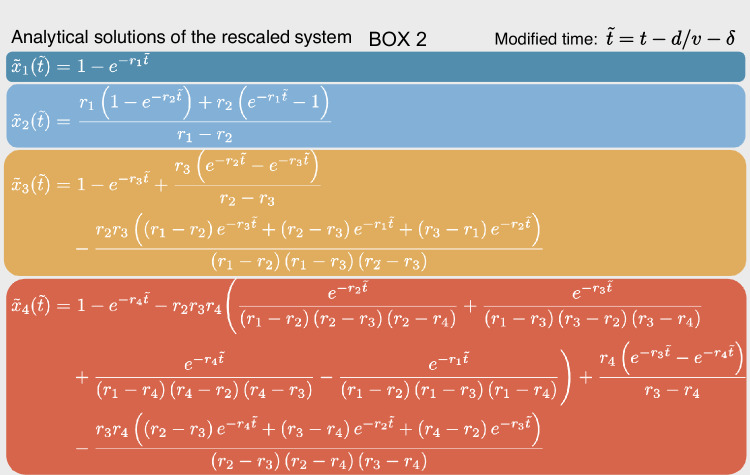

### Discriminating models with and without nuclear mRNA degradation

The role and contribution of nuclear decay of poly(A) mRNA has been under discussion (Schmid and Jensen, 2018). In our analysis, we fitted four models to the poly(A) selection-based metabolic labeling sequencing data: the 3-step and 4-step models, as described earlier, both once including and once excluding a nuclear decay parameter. To test if the measured mRNA dynamics are better explained by a model including nuclear decay, we compared the Bayesian Information Criterion (BIC) from fit results of models excluding ($${\gamma }_{2}{{\mathrm{=0}}}$$) and including ($${\gamma }_{2}\, \ne \, 0$$) a nuclear decay parameter. We calculated the BIC difference between the null model excluding and the extended model including nuclear decay for all 9809 transcripts (see Fig. EV5A). For cytosol-localized transcripts, the BIC values from the 3-step models were compared. For undefined and membrane-localized transcripts, the BIC values from the 4-step models were compared. A BIC difference >10 corresponds to a Bayes factor >150 and shows very strong evidence for the extended model, including nuclear decay (Raftery, 1995). If further the standard error on the nuclear decay parameter is smaller than the parameter value itself, i.e., the estimation uncertainty excludes the possibility of the nuclear decay being 0, we chose the model including nuclear decay for that particular transcript. Based on these criteria, 579 (6% of successfully fitted) transcripts were modeled with nuclear degradation, with the ratio of cytosol- and membrane localization being similar to the ratio seen in all other transcripts. To test if certain biological processes are enriched in the nuclear decaying transcripts, a GO analysis including Wikipathways of the 579 transcripts was performed with GProfiler2 (v.0.2.3) taking all successfully fitted transcripts as background. The results from the over-representation analysis are shown in Fig. EV5C.

### Transcription inhibition-derived subcellular half-lives

To validate our metabolic labeling-derived subcellular flow rates, we inhibited transcription in mESCs using flavopiridol for 0, 30, 60, 120, and 240 min followed by subcellular fractionation and RNA sequencing (as specified above). Reads were aligned with STAR (v2.7.6) and counted with RSEM (v1.3.3). Library sizes were normalized using genes with known half-lives greater than 14 h (Herzog et al, 2017). Samples of each time series were further normalized to the corresponding *t* = 0 time point (Appendix Fig. S2C). We fitted a simple exponential decay model per compartment for roughly 10,000 genes, giving the aggregated subcellular turnover rates (see example in Appendix Fig. S2D), in contrast to the rates of transition from one compartment to the next. Transcription inhibition-derived half-lives are shown in Fig. 5C and Appendix Fig. S2E.

### Model-derived half-lives

To compare the transitional, metabolic labeling-derived half-lives to the aggregated, flavopiridol-derived half-lives, we generated model-derived pulse-chase data from the transitional rates using the equations in Box 2 and the fact that the share of old mRNA is given by one minus the share of new mRNA. To the model-derived pulse-chase data (*n* = 9862) we fitted a simple exponential decay model (see example fit for a single gene in Appendix Fig. S2A). For the subcellular compartments, the equations in Box 2 can be used as is, while for the whole-cell compartment the subcellular solutions are summed with their corresponding relative RNA abundance factors. Model-derived aggregated half-lives (subcellular and whole-cell) are used in Appendix Fig. S2B and Fig. 5E. Model-derived whole-cell half-lives are also used in Fig. 5A.

### Targeting signal and gene group annotations

Signal peptide and transmembrane helix annotations were downloaded from Ensembl Biomart. We defined tail-anchored proteins as those transmembrane domain-containing proteins lacking signal peptide, for which the first transmembrane helix started 50 or less amino acids from the C-terminus. A list of mitochondrial proteins encoded in the nuclear DNA was obtained from Mitocarta 2. Transcription factors were defined by a list of mESC transcription factors from the Gifford lab.

## Supplementary information

Appendix

Peer Review File

Dataset EV1

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Figure EV1 Source Data

Figure EV2 Source Data

Figure EV3 Source Data

Figure EV4 Source Data

Figure EV5 Source Data

Expanded View Figures

## Data Availability

Metabolic labeling RNA-seq data are accessible from the NCBI Gene Expression Omnibus (GEO) under the accession number GSE252199. Flavopiridol transcription inhibition RNA-seq data are accessible from the NCBI GEO under the accession number GSE256335. Data processing and model fitting scripts are publicly available on GitHub at https://github.com/steinbrecht/subcellular-SLAM. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44320-024-00073-2.

How the deposited data were processed for this re-analysis (not part of the article)

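RNA libraries of mouse embryonic stem cells (E14TG2a) labeled with 4sU were analysed. There were 72 libraries from 6 replicates, with 18 libraries each from the nucleus, the cytosol, the membrane fraction and whole cells. Each library was mapped to its fraction, labeling time and replicate from the deposited labels, and to its dose from the paper. The labels and the paper differ in the dose of the 60 and 120 min libraries of replicates 3 and 4, for which the paper's dose was used. The methods give 4 replicates of 60 min at 500 µM and 2 at 100 µM, the source data list 4 in all, and 2 were taken for each dose, on which every comparison of doses rests. Of the 72 libraries, 64 entered the labeling results, as in the paper, and the 8 libraries of 120 min at 500 µM were set aside. Libraries without 4sU and libraries of the longest labeling time of the paper were not used here.

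The authors aligned paired reads of poly(A)-selected RNA with STAR to GRCm38 and deposited raw counts of reads per gene made with HTSeq, without normalization. They also deposited counts of T positions and of T2C mutations per exon, per gene and over the introns of a gene, without normalization, after leaving out known variants. The conversion rate of each library was deposited by the authors as a fraction, estimated with a binomial mixture model. The deposited ratio of T2C to T counts is divided by this rate and is the share of new to total mRNA. Recomputed here from the counts and the rate, it differed from the deposited ratio by at most 2.4e-13. No background was subtracted from it.

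Between 13185351 and 52975732 reads per library were counted on genes, with a median of 21494524 over the 72 libraries. A read minimum was not set for libraries. Of 51826 genes in the count files, 51633 (99.6%) were matched by identifier to the annotation at hand, and these held 99.99% of counts. Reads were not counted with molecular identifiers, and binomial errors of shares were not used. Spread between replicate libraries is given instead. Libraries with fewer T counts measure fewer genes, so that shares were restricted to genes with at least 400 T counts in every library used, and the distance gradient to exons with over 400 T counts.

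Differential expression was tested in whole-cell counts with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjustment). All 18 whole-cell libraries were fitted together, with 1 group per time and dose and the 20 min group split into replicates 1 and 2 and replicates 3 and 4. Calls needed an adjusted p under 0.05 and an absolute log2 fold change over 0.5. DESeq2 1.42.0 was an alternative. Tested on simulated counts with 200 genes changed by 2 on the log2 scale, edgeR called 153 and DESeq2 156 of them, with 6 and 25 false calls. Smaller changes were not simulated.

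Expression was normalized for exon length and library size. The principal component analysis used log2 CPM with a pseudocount of 1 and the 500 most variable genes. Relative abundances came from an orthogonal distance regression over genes above 50 in whole cells, and the membrane enrichment from genes of at least 1.5 in any fraction. Limits of 1.5 and 3 on the enrichment set the localization. Correlations over libraries and differences between fractions had two-sided permutation tests with 100000 permutations, or exact tests with fewer than 10 libraries per group. The alternatives for the rise of the share with time used 20000 permutations. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0 was used.

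Kinetic models were fitted per gene with bounded least squares from 5 random starts. Mean shares over replicates of exons, and of introns at a position of 10% of the gene length from the 3’ end, were fitted with the elongation rate as a parameter between 0.1 and 10 kb/min. An overall delay of 5 min, a minimum standard error of 0.06 and steady-state limits of 5 standard errors followed the paper's methods. Genes with a reduced chi-squared over 4, a spread over 5% between starts or the nuclear rate or the last decay rate at its upper bound were left out. Genes with the pre-mRNA rate, or the cytosolic rate of the 4-step model, at its bound were kept. The model with nuclear decay also took the measured ratio of cytosol to nucleus as a data point, since without it the decay rate was not determined in simulated genes, and it was preferred at a difference in BIC over 10. Errors of fitted values are SDs between the replicates of a pair, each fitted alone and pooled over the 3 pairs, so that differences between the pairs are left out. Where a gene could not be fitted in every single replicate, the SD was taken from the fits that each left out 1 replicate.

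Genes named in the text are those named in the paper, the 13 mitochondrial protein-coding genes as a group and the 5 called genes with the smallest adjusted p in each differential expression comparison, a rule set in advance. The copies of the paper's supplementary tables at hand were incomplete, with 1074 of 9788 genes with kinetic values and 1898 of 17880 genes with expression values. They were used for gene-by-gene comparison, and their median ratio served to rescale the membrane enrichment in an alternative chosen later. Alternatives covered the normalization, the filters on low counts, the T count minimum, background subtraction, the steady-state limits, delays, abundance factors, labeling times and each replicate left out in turn. Transcript and UTR length, gene ontology, targeting signals, flavopiridol treatment and the comparisons with other studies were not analysed here.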

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

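No value among 37 groups of 4, 6 or 8 libraries or replicates lay far enough from the others to be singled out, where chance alone would give 1.85. The tests of the gradient below were chosen only after the result was seen.

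The change of the 3’ distance gradient with labeling time differed between replicate pairs. With T2C and T counts pooled over exons, the log2 ratio of the share over 30 kb from the 3’ end to that under 5 kb fell with time in replicates 1 and 2 (r = -0.882) and rose in replicates 3 and 4 (r = 0.955). The difference of the correlations was -1.84 (permutation test of the replicate labels, p = 0.00074). The pairs cover different times, so that this test cannot tell a difference between pairs from a change of direction with time. In replicates 1 and 2 the log2 ratio was -1.09 ± 0.0255 (SD, n = 2) at 15 min, -1.55 ± 0.203 at 20 min and -1.78 ± 0.0909 at 30 min. In replicates 3 and 4 it was -1.66 ± 0.134 at 20 min, -1.43 ± 0.0617 at 40 min and -0.83 ± 0.0209 at 60 min. At 20 min, the only time in common, the pairs differed by less than their spread. A technical explanation is a background of T2C mismatches that labeling does not cause, which would raise the share in exons far from the 3’ end when few conversions are present. The T2C share of T counts in far exons of the 15 min cytosolic libraries, 0.0358%, served as the background. After its subtraction the correlation within replicates 1 and 2 was 0.637, and the log2 ratio was -2.30 ± 0.297 at 15 min, -2.22 ± 0.0945 at 20 min and -2.05 ± 0.0170 at 30 min. A background of mismatches is thus a candidate explanation for the direction in replicates 1 and 2. The cytosolic background was itself measured at 15 min and may hold some new RNA. Since the pairs share only 20 min, a difference in how elongation shows at shorter times stays open and was not tested.

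The 8 libraries of 120 min at 500 µM (replicates 3 and 4) carry a labeling signal that the paper does not analyse. Over 11461 genes the median share of new to total mRNA was 0.405 ± 0.0509 (SD, n = 2) in the nucleus, 0.234 ± 0.000417 in the cytosol, 0.221 ± 0.0136 in the membrane fraction and 0.238 ± 0.00270 in whole cells, above the shares of 0.234, 0.0925, 0.0952 and 0.114 after 60 min at the same dose and in the same replicates. At 100 µM the shares after 120 min were 0.428, 0.369, 0.302 and 0.281 in replicates 5 and 6. The ratio of 500 to 100 µM was 0.947 in the nucleus, 0.633 in the cytosol, 0.732 in the membrane fraction and 0.847 in whole cells, and the last rests on replicate 6, discussed under the other observations. A higher dose that slows the passage of RNA out of the nucleus is a biological hypothesis, and a difference between the replicate pairs is another explanation. The same pattern appeared at 60 min, where the log2 dose ratio in the cytosol lay -1.01 from that in the nucleus, with a spread of 0.408 from the libraries. A conversion rate estimated too high at 500 µM alike in all fractions would lower the nucleus as well, and this difference argues against it as the whole cause. The dose and the replicate pair cannot be told apart, because each dose at 120 min was given to 1 pair. At 20 min and 500 µM the share of replicates 3 and 4 was 1.25 times that of replicates 1 and 2 in the cytosol and 2.17 times in the nucleus, so that the cytosol relative to the nucleus differs between pairs at the same dose and in the same direction, although replicates 5 and 6 were not labeled at that time.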

How the results depend on the processing

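Alternatives were set before the data were examined, except those said to be chosen later. In all, 163 results were recomputed under 2087 alternatives. For comparisons, 192 alternatives other than leaving out a replicate gave the same result, 6 were weaker, 10 stronger and 37 moved by more than the spread between replicates. For single values, 822 gave the same result, 2 were weaker, 7 stronger, 148 moved and 13 reversed. The cause of a change was not tested, except where the alternative itself contains it.

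In differential expression, leaving out the filter on low counts gave 49 genes at 100 µM and 66, 42 and 227 genes for 40, 60 and 120 min against 20 min at 500 µM, in place of 0, 0, 0 and 19. With only the compared replicates in the fit, 95 genes were called at 120 min, and 101 with DESeq2. With replicate as a term and only the compared replicates in the fit, 41 genes were called at 100 µM and 83 at 120 min and 500 µM. The replicate numbers do not come from a stated shared batch. The deviations of libraries with the same number had correlations of 0.216 at 100 µM and 0.121, 0.103 and 0.0136 at 40, 60 and 120 min. With DESeq2's size factors in edgeR, and with the adjusted p alone, the counts stayed within 1.5 times. Arms of 1 library, left by leaving out a replicate, gave fold changes and no calls.

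The separation of the fractions (88.5 to 90.1% under 3 alternatives, and 89.1 to 93.1% over the 6 fits that each left out 1 replicate) and the mitochondrial ratio (2.99 to 3.41) stayed on the same side of their thresholds. Unweighted least squares changed the abundances to 70.2% in the nucleus, 0% in the cytosol and 29.8% in the membrane fraction. Leaving out replicates gave 36.8 to 40.9%, 5.77 to 12.9% (the lowest without replicate 3) and 48.3 to 54.1%. CPM without length normalization gave 15.9% membrane-localized genes. Protein-coding genes alone (16.1%) and an enrichment rescaled to the supplement (77.2, 7.07 and 15.7% cytosol-localized, undefined and membrane-localized) were chosen later. Without 1 replicate the shares were 79.8 to 81.2%, 5.13 to 5.83% and 13.6 to 14.4%.

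The rise of the share with time kept its direction under every alternative run. In whole cells r ranged from 0.631 to 0.959 over the 6 fits without 1 replicate and was 0.631 (permutation p = 0.061) without replicate 5, and in the other fractions it ranged from 0.945 to 0.988. For the distance gradient, r was 0.937 (6 libraries with a ratio, exact permutation p = 0.067) with a minimum of 100 T counts per exon, where fewer libraries had a ratio, and rho was 0.494 (permutation p = 0.054) with a minimum of 2000. Without 1 replicate, r was 0.896 to 0.944 and rho 0.876 to 0.946. The folds of the conversion rate were 2.92 to 3.37 at 500 µM and 1.14 to 1.28 at 100 µM.

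The nuclear median was 64.4 min without the 120 min libraries, with 84.5% of genes having the nuclear step as the longest and 74.8% spending over 50% of their lifetime there. With the upper steady-state limit alone these shares were 93.3 and 89.0%, the cytosolic median was 9.29 min, the membrane median 21.1 min and the cytosolic median of cytosol-localized genes 11.3 min. Without steady-state limits the membrane median was 21.4 min and the last 13.4 min. Without the overall delay the share over 50% was 79.5%, and in fits to replicate 1 or 2 alone it was 49.6 and 51.9%. Over the 6 fits without 1 replicate the medians were 18.8 to 20.3 min for pre-mRNA, 86.8 to 91.7 min for nuclear, 13.4 to 15.3 min for cytosolic and 33.7 to 40.2 min for membrane mRNA.

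The number of genes with nuclear decay was 950 at a BIC difference over 2, 354 over 20, 80 at the level of whole genes, 372 with the paper's abundance factors and 903 without the 120 min libraries. With limits alone in the decay model, chosen later, it was 138. Without 1 replicate it was 387 to 620.

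The mean elongation rate of genes under 12 kb was 0.836 kb/min with a minimum standard error of 0.03, 0.933 with the paper's abundance factors, 0.753 with 0.001 subtracted from T2C/T, 0.718 without the 120 min libraries, 0.963 without the 15 min libraries and 3.45 with all estimates. From 12 to 30 kb it was 1.04 without the overall delay, 0.994 with the subtraction, 0.976 without the 120 min libraries, 1.41 without the 15 min libraries and 2.45 with all estimates. Over 30 kb it was 1.86 without the delay, 1.99 with the subtraction and 3.15 with all estimates, and over all genes 1.39, 1.40 and 3.01, and 1.41 without the 120 min libraries. With all estimates the order of the groups changed. Without 1 replicate the means were 0.844 to 0.973, 1.21 to 1.35, 2.19 to 2.301 and 1.61 to 1.70 kb/min in the same order. The mean direct half-life was 4.66 to 7.55 h, the highest without replicate 5.

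Among single values, the membrane half-life of genes with nuclear decay minus that of others was 10.3 min and became -5.14 min at the level of whole genes and -10.3 min with limits alone. It rests on 19 genes with nuclear decay, 5 of them membrane-localized. The correlation of the membrane half-life with gene length became 0.0799 without steady-state limits and 0.0843 with the upper limit alone. The correlation of the nuclear half-life with the number of exons became -0.0589 without the 120 min libraries in cytosol-localized genes and -0.138 in membrane-localized genes, where it was also -0.0181 without the overall delay and -0.00897 with a minimum standard error of 0.03. With exons of the annotated transcript and with expression held constant, both chosen later, it was -0.0127 and -0.0797 in cytosol-localized genes and 0.0771 and -0.0292 in membrane-localized genes. The cytosolic half-life of cytosol-localized genes gave -0.0388 and -0.0874. Leaving out 1 replicate made 2 single values weaker and moved 19. For comparisons it gave the same result in 186 cases, a weaker one in 1 and a moved one in 9. Every alternative set in advance was run.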

Differences from the paper's values

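The smallest adjusted p at 100 µM was 0.997 against the paper's 0.6. The comparison here was of 120 with 60 min. None of the alternatives set before the data were examined closed the gap (1 with DESeq2, 0.996 with its size factors in edgeR, 0.915 with only the compared replicates in the fit, and under 0.05 without the filter on low counts or with replicate as a term).

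At 120 min and 500 µM, 19 genes were called, against more than 250 in the paper, where the reference was the unlabeled control and here it was 20 min. Of the alternatives set before the data were examined, leaving out the filter on low counts (227 genes) brought the count within 1.5 times the paper's. DESeq2 (101), its size factors in edgeR (17), the compared replicates alone (95), replicate as a term (83) and the adjusted p alone (19) did not.

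The fold of the conversion rate from 15 to 60 min was 3.15, where the paper gives roughly 2, taken as 2 here. Of the alternatives set before the data were examined, leaving out replicate 1 (2.96) or replicate 4 (2.92) brought it within 1.5 times the paper's value, though still above that value by more than the SD between replicates of 0.431. Leaving out replicate 2 (3.37), 3 (3.37), 5 or 6 (3.15 each) did not. None of them reached the paper's value.

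The 10th percentile of the cytosolic half-life was 2.37 min against the paper's 1 min. Of the alternatives set before the data were examined, the upper limit alone (0.942) closed the gap. No steady-state limits gave 0.468 min, below the paper's value by less than the SD between replicates of 1.27 min. No quality filters (2.03), the gene level (2.26), no 15 min libraries (2.27), no replicate 1 (2.07) and no replicate 2 (2.12) stayed over 2 times the paper's value and differed from it by less than that SD, which is large beside the value. The other alternatives, from 2.32 to 3.10 min, differed by more than that.

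The median membrane half-life was 38.2 min against the paper's 21 min, and its 10th percentile 11.3 min against the paper's 6 min. Without steady-state limits they were 21.4 and 6.18 min and with the upper limit alone 21.1 and 6.26 min, and both gaps closed. Leaving out the 120 min libraries (28.6 and 9.17 min) or replicate 1 (33.7 and 9.73 min) brought both within the SD between replicates (15.3 and 3.75 min) of the paper's values without reaching them. The paper's abundance factors (35.2 min) and leaving out replicate 2, 4 or 6 (34.5, 36.2 and 34.8 min) did so for the median but not for the 10th percentile. The remaining alternatives set before the data were examined did so for neither.

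For membrane-localized genes the median was 41.8 min against the paper's 20 min. Of the alternatives set before the data were examined, no steady-state limits (23.4 min) and the upper limit alone (22.8 min) closed the gap. The median differed from the paper's value by less than the SD between replicates of 21.1 min, but did not reach it, with a minimum standard error of 0.03 (38.7 min), the paper's abundance factors (38.2 min), without the 120 min (31.6 min) or 15 min (40.8 min) libraries and without replicate 1, 2, 4 or 6 (36.8 to 39.2 min). The others, from 41.2 to 46.2 min, differed by more than that.

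Bins of membrane enrichment held 7952, 1352 and 471 genes in bins 1, 2 and 5, against the paper's 4409, 3254 and 844. For bin 1 a minimum standard error of 0.03 (6541 genes) came within 1.5 times the paper's count, and the other alternatives set before the data were examined did not. For bins 2 and 5 none of them did. With the enrichment rescaled to the supplement by its median ratio, an alternative chosen after seeing the values, the bins held 4324, 4707 and 753 genes, within 1.5 times the paper's counts. The enrichment here was lower than in the paper's supplementary copy, where the paper's value was 1.32 times the value here at the median of 1400 genes.

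Between the 3-step and 4-step models the rank correlation was 0.990 for nuclear half-lives against the paper's 0.98, and 0.957 for cytosolic half-lives against the paper's 0.59. No alternative was set for this comparison before the data were examined. Without steady-state limits (0.999 and 0.981) and with the upper limit alone (0.998 and 0.976), chosen after seeing the values, the gaps did not close.

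In gene, ranking or direction the results differed as follows. The paper calls *Kantr* at 60 min. Here its adjusted p was 0.934 at 60 min and 0.0693 or more under every alternative, and at 120 min DESeq2 called it (adjusted p = 0.00594; range over the alternatives 6.8e-04 to 0.0938). The paper states that the shares at both doses are alike at 60 min, and here the cytosolic share at 500 µM was 0.478 times that at 100 µM. The paper finds that nuclear half-lives rise with the number of exons in both groups, and in membrane-localized genes the correlation here was 0.0321. It finds no relation of the cytosolic half-life with the number of exons in cytosol-localized genes, and here the correlation was 0.102. The paper finds the localization of transcripts with nuclear decay similar to that of the others. Here 550 of the 569 genes with nuclear decay were cytosol-localized and 5 membrane-localized, against 9304 and 1504 of all 11274 genes. It reports lower cytosolic half-lives in the 4-step model for all membrane-localized transcripts, and here this held for 77.7% of 1330.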

Other observations

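The tests of replicate 6, of the number of exons and of the labeling window were chosen only after the results were seen.

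In whole cells of replicate 6 the share of new to total mRNA was higher at 60 than at 120 min, for 98.9% of genes, against 4.03% of genes in replicate 5. Shares predicted from the fractions of the same replicate give 1 measured over predicted value per library. It was 1.93 for the library labeled 60 min and 0.503 for the library labeled 120 min, and between 0.525 and 1.09 in the 14 other whole-cell libraries. With the labels exchanged the values would be 0.936 and 1.03. A difference in depth is not a likely cause, since the T counts of the 60 min library were 0.926 times those of the 120 min library, and 0.649 times in replicate 5, where the order was the usual one. Exchanged labels are a candidate explanation. Replicates 3 and 4 also include libraries near 0.525, so that the 120 min value alone would not show it. The libraries were kept as labeled. If the labels are exchanged, the comparison of 120 with 60 min at 100 µM mixed both times within each group, and its count of 0 genes would not exclude changes. Without replicate 6 the mean direct whole-cell half-life was 4.66 h in place of 5.48 h.

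The nuclear mature step was the longest fitted step for most genes, although for only 58.8 and 62.9% in fits to replicate 1 or 2 alone. Limits taken from the estimated abundances could lengthen it, but in fits without the steady-state limits it was the longest for 89.6% of genes, which argues against the limits as the cause. RNA carried over from the membrane fraction into the nucleus, at the level given by mitochondrial transcripts, was corrected for, and the nuclear step was then the longest for 90.1% of the genes that passed. Retention remains a hypothesis tested on the same data, since other kinds of carry-over, such as of cytosol, were not tested.

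The nuclear half-life rose with the labeling times of the replicates used. It was 42.5 min in replicates 1 and 2, 81.1 min in replicates 3 and 4 and 109.9 min in replicates 5 and 6. Differences between the pairs other than the labeling times may contribute. They cannot be the whole cause, since leaving out the longest time within a pair shortened the median over shared genes by 11.2, 15.9 and 29.2 min, where the SD between replicates was 11.2 min, so that the first drop is about as large as the spread. The longest time in the data thus sets part of the fitted length, and the values from all libraries are an average over these windows. No biological explanation was tested.

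The nuclear half-life had a rank correlation of 0.0941 across 11210 genes with the number of measured exons. The number of measured exons had a correlation of 0.543 with expression, as more exons pass a minimum of T counts in abundant genes. With expression held constant the correlation was -0.0709, so that expression is a candidate explanation for the positive sign. Biological explanations, such as a role of splicing in retention, were not tested.

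At 60 min, shares of new mRNA outside the nucleus were lower at 500 than at 100 µM. The log2 dose ratio in the cytosol minus that in the nucleus was -1.01 (exact permutation test, p = 0.333; the smallest p the design allows is 0.0556), which argues against a conversion rate estimated too high alike in all fractions. The pairs of replicates differ at equal dose as well, with cytosolic shares at 20 min 1.25 times as high in replicates 3 and 4 as in replicates 1 and 2, and 2.17 times in the nucleus, 1.49 times in the membrane fraction and 1.12 times in whole cells. The cytosol of replicates 3 and 4 was thus low relative to the nucleus at equal dose too. An effect of the dose and a difference between the pairs cannot be told apart, because no pair was labeled at both doses.

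Gene by gene, values could be compared with the paper's supplementary copy of 1074 genes. The rank correlation with the paper's values was 0.967 for pre-mRNA, 0.938 for nuclear, 0.637 for cytosolic and 0.421 for membrane half-lives. Without steady-state limits it was 0.792 for cytosolic and 0.764 for membrane half-lives.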
